# Salicylic acid biosynthesis is enhanced and contributes to increased biotrophic pathogen resistance in *Arabidopsis* hybrids

**DOI:** 10.1038/ncomms8309

**Published:** 2015-06-12

**Authors:** Li Yang, Bosheng Li, Xiao-yu Zheng, Jigang Li, Mei Yang, Xinnian Dong, Guangming He, Chengcai An, Xing Wang Deng

## Abstract

Heterosis, the phenotypic superiority of a hybrid over its parents, has been demonstrated for many traits in *Arabidopsis thaliana*, but its effect on defence remains largely unexplored. Here, we show that hybrids between some *A. thaliana* accessions show increased resistance to the biotrophic bacterial pathogen *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000. Comparisons of transcriptomes between these hybrids and their parents after inoculation reveal that several key salicylic acid (SA) biosynthesis genes are significantly upregulated in hybrids. Moreover, SA levels are higher in hybrids than in either parent. Increased resistance to *Pst* DC3000 is significantly compromised in hybrids of *pad4* mutants in which the SA biosynthesis pathway is blocked. Finally, increased histone H3 acetylation of key SA biosynthesis genes correlates with their upregulation in infected hybrids. Our data demonstrate that enhanced activation of SA biosynthesis in *A. thaliana* hybrids may contribute to their increased resistance to a biotrophic bacterial pathogen.

## Abstract (web summary)

The molecular basis for heterosis, the phenomenon whereby hybrid plants show phenotypic superiority to their parents, remains poorly understood. Here, Yang *et al*. show that salicylic acid biosynthesis is enhanced in hybrids of *Arabidopsis thaliana* and correlates with heterosis for pathogen defence.

Hybrid vigour, or heterosis, refers to the phenotypic superiority of a hybrid over its parents and has been demonstrated for many traits, such as growth rate, biomass and stress tolerance. Although heterosis has been exploited extensively in crop production for many years, our understanding of its molecular basis is still rudimentary^1^,^2^,^3^,^4^,^5^. Classical theories, including dominance, overdominance and epistasis, have been proposed to explain heterosis from a quantitative genetics perspective^5^,^6^,^7^. These theories have not elucidated the molecular basis of heterosis^6^. Recently, several studies have shed light on potential molecular mechanisms of heterosis in plants. For example, changes in the expression of circadian regulatory genes contribute to biomass heterosis in *Arabidopsis thaliana* by altering circadian rhythms in hybrids^8^. Another study reported the first single overdominant gene, *SINGLE FLOWER TRUSS*, responsible for fruit yield heterosis in tomato^9^. In addition, several studies that surveyed the transcriptomes and epigenomes (including DNA methylomes, small RNAomes and genome-wide distribution of histone modifications) of hybrids and their parental lines in various plant species^1^,^2^,^5^,^10^,^11^ suggesting that both transcriptional and epigenetic variations may play a role in the molecular mechanisms of heterosis.

Natural accessions of *A. thaliana* are largely homozygous due to their selfing property^12^. Hybrids resulting from crosses of two distinct accessions may exhibit heterosis, as demonstrated in *A. thaliana* for biomass^13^,^14^, photosynthetic efficiency^15^, seedling viability^16^, seed number^17^, phosphate uptake^18^ and freezing tolerance^19^,^20^. Two previous studies^21^,^22^ suggested that the inappropriate activation of immune responses in F_1_ hybrids, caused by allelic interactions of NB-LRR immune receptor genes or accelerated cell death genes, was the molecular basis of hybrid necrosis. These studies provided a molecular explanation for hybrid necrosis in which the hybrids exhibited growth defects, but not for the heterotic defence responses in which the hybrids showed normal growth.

Natural variations in the ability of plants to defend against infection are expected because of the significant selective pressure imposed by the pathogens. Plants can be attacked by diverse groups of pathogens, including bacteria, fungi, oomycetes, viruses and nematodes^23^. On recognition of the attacking pathogens, plants can produce immune signals and activate batteries of defence responses^24^,^25^. Salicylic acid (SA) is an immune signal that increases in response to pathogen infection^26^, and this increase often coincides with elevated expression of antimicrobial pathogenesis-related (PR) genes and enhanced disease resistance^27^,^28^. However, mutants or transgenic plants impaired in SA accumulation are unable to trigger efficient defence responses and are hypersusceptible to infection^29^. Moreover, exogenous applications of SA can induce plant resistance to various pathogens^30^.

Two SA biosynthetic pathways exist in plants: one from cinnamate that is catalysed by phenylalanine ammonia lyase, and the other from chorismate that is catalysed by isochorismate synthase (ICS)^28^,^31^. The *A. thaliana* genome contains two *ICS* genes, *ICS1* (also known as *SID2*) and *ICS2*^31^. The function of *ICS1* is predominant, because the total SA level in the *ics1* single mutant after infection is only 5–10% of that in the infected wild type^32^. Other *A. thaliana* mutants that are deficient in SA biosynthesis include *eds5*, *eds1*, *pad4* and the double mutant *cbp60g sard1* (refs 31, 33, 34, 35, 36, 37, 38, 39). *EDS5* (also known as *SID1*) encodes a predicted protein homologous to the multidrug and toxin extrusion family of transporter proteins and is required for exporting SA out of the chloroplasts where it is synthesized^35^,^36^,^37^. In *eds1* and *pad4* mutants, the pathogen-activated expression of *ICS1* and *EDS5* is blocked, suggesting that EDS1 and PAD4 function upstream of ICS1 and EDS5^33^,^38^,^39^. CBP60g and SARD1 are transcription factors that bind to the promoter of *ICS1* and activate its expression. Accordingly, the *cbp60g sard1* double mutant is partially deficient in pathogen-induced SA biosynthesis^40^.

In this study, we show that certain *A. thaliana* crosses have an increased resistance to the biotrophic bacterial pathogen *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000. We found that the expression levels of several key SA biosynthesis genes were significantly upregulated in hybrids, which ultimately led to higher levels of SA, in both its active free form (SA) and its storage form (SA glucoside, or SAG). Moreover, we show that the increased pathogen resistance in the F_1_ hybrids was compromised when the production of SA was blocked by mutations in *PAD4*. Finally, we discovered that epigenetic modifications were associated with the increased expression of SA biosynthesis genes in hybrids, further supporting our hypothesis that enhanced activation of the SA biosynthesis pathway in hybrids contributes to their increased resistance to this biotrophic bacterial pathogen.

## Results

### Heterosis for biotrophic bacterial defence in *Arabidopsis*

To investigate whether increased resistance to biotrophic bacterial pathogens exists in certain *A. thaliana* hybrids, we crossed 20 accessions (Supplementary Table 1) reciprocally with *Arabidopsis* ecotype Columbia-0 (Col-0) and evaluated the resulting hybrids and their parents for resistance to the pathogenic bacterium *Pst* DC3000. We investigated leaf phenotypes 1–5 days after pathogen infiltration, and found that the differences between parents and hybrids were most significant at 5 days post infiltration (dpi). Figure 1 shows the leaves of hybrids and their parents from two representative crosses at 5 days after infiltration with *Pst* DC3000 at 1 × 10^5^ colony-forming units (c.f.u.) per ml. We found obvious chlorotic symptoms on the leaves of the three parental accessions (Col-0, Sei-0 and Aa-0) and on the two F_1_ hybrids Aa-0 × Col-0 (represented by Fac) and Col-0 × Aa-0 (represented by Fca) in which Aa-0 or Col-0 was the maternal line, respectively (Fig. 1b). In contrast, chlorotic symptoms were rarely observed on the leaves of the two F_1_ hybrids from the cross between Sei-0 and Col-0 (Sei-0 × Col-0 and Col-0 × Sei-0, represented by Fsc and Fcs, respectively; Fig. 1b).

To further confirm the increased resistance in Fsc and Fcs hybrids, we measured the bacterial titer in leaves at 0 and 5 dpi. As shown in Fig. 1c, while there were no significant differences between parents and hybrids in the initial inoculation amount (0 dpi), the bacterial titer was ∼10-fold lower in hybrids than in their parents at 5 dpi (*P*<0.01, Student's *t*-test), indicating that pathogenic bacterial growth was greatly inhibited in the Fsc and Fcs F_1_ populations. No significant differences in the growth of the pathogenic bacteria were observed between the Fac and Fca hybrids and their parents (Fig. 1c).

Among 20 accessions tested, we found significant heterosis for defence against *Pst* DC3000 (that is, The hybrids were superior to both parents, meaning that pathogenic bacterial growth was significantly inhibited in the F_1_ populations compared with that in either parent (*P*<0.01, Student's *t*-test) in hybrids resulting from crosses between Col-0 and the two accessions Sei-0 and L*er*. No evident heterosis for biotrophic bacterial defence was observed in hybrids resulting from crosses between Col-0 and the other 18 accessions (Supplementary Fig. 1 and Supplementary Table 1). Notably, there were no significant differences in resistance between reciprocal crosses from the same parental pairs, suggesting that there are no obvious maternal effects on heterosis for biotrophic bacterial defence.

A series of studies^21^,^22^,^41^,^42^ reported that some intraspecific hybrids in *A. thaliana* expressed necrosis when grown at 16 °C, but these necrotic phenotypes largely disappeared at 23 °C. This phenomenon was considered to represent negative heterosis for biomass (or hybrid necrosis), as the hybrids showed inferior growth at 16 °C compared with their parents. However, it could also be regarded as a case of positive heterosis for defence, because the hybrids showed an increased resistance to the pathogen *Hyaloperonospora parasitica*^22^,^42^, mediated by increased SA levels^42^ and elevated *PR1* expression^21^. Two studies^21^,^22^, which used QTL mapping and whole-genome transcriptome analyses, showed that hybrid necrosis results from inappropriate activation of the immune system, caused by an interallelic interaction of an NB-LRR immune receptor gene or the accelerated cell death gene *ACD6*. Accordingly, we wondered whether the increased resistance observed in F_1_ hybrids of Col-0 × Sei-0 and Col-0 × L*er* represented cases of hybrid necrosis.

We examined the viability and fertility of F_1_ hybrids from four combinations, Col-0 × Sei-0 and Col-0 × L*er*, which showed heterosis for biotrophic bacterial defence, and Col-0 × Ws and Col-0 × Aa-0, which did not. All F_1_ hybrids were morphologically normal and vigourous at 16 °C (Supplementary Fig. 2a,b), and showed no more cell necrosis than their parents based on trypan blue staining in leaves (Supplementary Fig. 2c). Moreover, compared with their parents, the hybrids exhibiting heterosis for biotrophic bacterial defence (Fsc, Fcs, Flc and Fcl) did not show more highly activated SA pathway genes (*PAD4*, *EDS1*, *SARD1*, *CBP60g*, *ICS1* and *PR1*; Supplementary Fig. 2d). This result was opposite to that found in necrotic hybrids that expressed obvious growth defects and aberrant activation of these genes when grown at 16 °C without pathogen infection. These results suggest that the heterosis we have demonstrated for biotrophic bacterial defence results from a molecular mechanism different from hybrid necrosis.

### SA biosynthesis genes are upregulated in hybrids

To identify genes potentially associated with heterosis for biotrophic bacterial defence, we used mRNA-sequencing (mRNA-seq) to explore the transcriptomes of two *A. thaliana* accessions, Col-0 and Sei-0, and their reciprocal hybrids, Fsc and Fcs, which showed heterosis for *Pst* DC3000 defence. 

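The mRNA-seq data cover 36 libraries in 12 groups: leaves of Col-0, Sei-0, Fsc and Fcs at 1, 2 and 3 dpi, with 3 libraries per group, each from at least 30 leaves infiltrated with Pst DC3000 at 100000 c.f.u. per ml. Plants had 8 h of light per day, at 23 °C by the paper and 22 °C by the sample labels. The authors aligned the reads to the TAIR10 genome with TopHat and estimated expression with Cufflinks, Cuffmerge and Cuffdiff, the last with a Poisson fragment distribution. Their deposited tables, 1 per day, list 33557 genes with 1 pooled FPKM value for each group and a p-value and a q-value for each of the 6 comparisons between groups. No value per library was used here, so the FPKM values carry no standard deviation, and differences between groups rest on the authors' q-values. Whether these q-values take in the full spread between the 3 libraries of a group could not be checked, which bears on every count of genes below. Supplementary Table 3 lists between 8.2 M and 51.3 M per library in a column headed aligned bases; the sum of its values lies near the paper's total of genome-matched reads, so they may be reads. Supplementary Table 2 lists correlations between replicates from 0.721 to 0.991. Its layout is not fully clear, but the lowest value appears to belong to Sei-0 at 3 dpi, a parent group of the comparisons on that day. From the tables, a gene was called above both parents, or below both parents, in a hybrid when its FPKM lay above, or below, that of Col-0 and of Sei-0 with a q-value under 0.05 against each. Genes were counted where all 4 comparisons of a hybrid with a parent had been tested, which left 18106 genes at 1 dpi, 17923 at 2 dpi and 18430 at 3 dpi. Gene lists of pathways and cell types were fixed before the data were examined. The SA lists include genes that the paper names, such as ICS1, PAD4, CBP60g, SARD1 and PR1, so they are not independent of its findings. The median of a list, as log2 of (hybrid + 1) over (mid-parent value + 1), was placed among 10000 random lists of the same size and matched mean FPKM, as a description of these pooled libraries. The 3 tables were normalized separately, so levels on different days are not on 1 scale.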

The leaves of 4-week-old hybrid and parental plants grown in short-day conditions were infiltrated with *Pst* DC3000, and 30 leaves were collected from different plants at 1, 2 and 3 dpi. Then, mRNA-seq libraries were constructed and subjected to high-throughput Illumina sequencing. Three independent biological replicates were generated for each sample (Supplementary Table 2). All sequencing reads were aligned to the *A. thaliana* reference genome (Col-0, TAIR10), and a total of ∼900 million genome-matched reads were obtained for 36 libraries (Supplementary Table 3).

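At 1 dpi BAP1, an inhibitor of cell death, had an FPKM of 22.6 in Col-0, 95.2 in Sei-0, 227 in Fsc and 352 in Fcs, and FRK1, a receptor kinase induced by bacterial flagellin, had 8.31, 20.4, 52.3 and 46.2 in the same order. At 3 dpi SWEET15, a sugar transporter of senescing leaves, had 70.4 in Col-0, 53.5 in Sei-0, 0.364 in Fsc and 6.89 in Fcs. ACT2, a control gene, lay between 374 and 560 over all groups and days. CCA1, a morning gene of the circadian clock, had 115 in Col-0, 54.3 in Sei-0, 15.6 in Fcs and 6.73 in Fsc at 1 dpi, and LUX, an evening gene, had 1.2, 2.26, 7.76 and 23 in the same order. The authors' deposited table held between 4501 DEGs (Fcs and Sei-0 at 2 dpi) and 10735 DEGs (Fcs and Col-0 at 1 dpi) in a comparison of a hybrid with a parent. In the authors' deposited table, the parents differed in 8854 genes at 1 dpi, 6685 at 2 dpi and 7052 at 3 dpi, and the hybrids differed from each other in 3918, 2796 and 3213 genes.

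**Figure D1:**
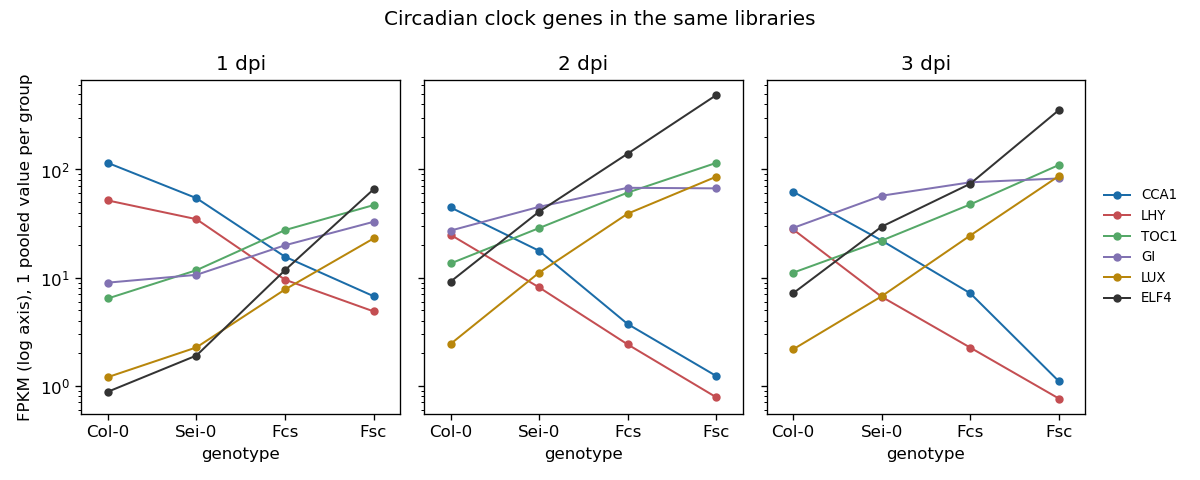
FPKM (log axis) of 6 circadian clock genes in Col-0, Sei-0, Fcs and Fsc at 1, 2 and 3 dpi, 1 pooled value per group. The morning genes CCA1 and LHY run from high in Col-0 to low in Fsc on each day, and TOC1, LUX and ELF4 run the other way.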

At each time point after inoculation, we identified differentially expressed genes (DEGs) between parents and hybrids (Supplementary Figs 3, 4 and 5). We identified between 2,506 and 5,577 DEGs that showed non-additive actions in reciprocal hybrids. 

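At 1 dpi the mean of the hybrids was 8.58 times the mid-parent value for PR1, the marker gene of SA signalling, 4.95 times for CBP60g, an activator of ICS1, and 3.3 times for PAD4, a regulator of SA signalling. It was 1.38 times for EDS1, the partner of PAD4, and 0.655 times for ICS2, a close copy of ICS1. The mid-parent value was 6.87 times the mean of the hybrids for PAP1, an activator of anthocyanin genes, and 3.18 times for CHLH, a subunit of the enzyme that starts chlorophyll synthesis from protoporphyrin. Of the genes tested at 1 dpi, 1748 were at least 1.5-fold above the mid-parent value in Fsc and 2567 at least 1.5-fold below it, on the FPKM + 1 scale. In Fcs these were 2358 and 3057. This fold of 1.5 was chosen after the tables were seen and carries no test, because the paper's test against the mid-parent value needs values per library.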

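ICS1, PAD4, PR1 and EDS5 were above both parents in both hybrids at 1 dpi. WRKY62, a transcription factor of the SA response, had an FPKM of 69.8 in Col-0, 145 in Sei-0, 248 in Fsc and 166 in Fcs, above both parents in Fsc, while Fcs did not pass against Sei-0. ACD6, a regulator of cell death, had 773, 490, 458 and 359 in the same order, below both parents in Fcs, while Fsc did not pass against Sei-0. The modes were counted over all genes from the calls in the authors' deposited table. Above-high parent expression at 1 dpi covered 1693 genes in Fsc and 2191 in Fcs, and below-low parent expression 2013 and 2560. High-parent expression, where the parents differed and the hybrid differed from the low parent but not from the high parent, covered 2584 and 2417, and low-parent expression 2197 and 2049. No test against the mid-parent value was applied to these modes.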

The non-additive group was subdivided into four distinct modes: above-high parent, high parent, low parent and below-low parent (Supplementary Fig. 3c,d). 

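Among the genes farthest above both parents in both hybrids at 1 dpi were GRP7, an RNA-binding protein under clock control, with an FPKM of 2342 in Fsc and 872 in Fcs against 29.1 in Col-0 and 77.2 in Sei-0, and FKF1, a light receptor of the clock, with 31.4 and 8.47 against 0.209 and 0.43. Among those farthest below were GBSS1, with 14.4 and 11.9 against 308 and 150, and ELIP1, a light-stress protein of the chloroplast, with 6.97 and 6.75 against 110 and 64.8. Of 45 photosynthesis genes, 1 lay above and 30 below (1 and 34 adjusted over the list alone). The Calvin cycle aldolase FBA1 had 193 and 130 against 1279 and 518, and PORB, the gene above, had 165 and 127 against 30.3 and 41.3. Of 16 genes of phenylpropanoids and flavonoids, none lay above and 7 below (none and 8 adjusted over the list alone), such as chalcone synthase (CHS) at 36.1 and 14.2 against 297 and 215; CHS overlaps another annotated gene. Of 15 tested genes of aliphatic glucosinolates, none lay above and 8 below (the same adjusted over the list alone), such as the aminotransferase BCAT4 at 73.6 and 31.9 against 217 and 149; BCAT4 overlaps another annotated gene. Of 17 clock genes, 8 lay above and 8 below (the same adjusted over the list alone), and 8 rose and 6 declined in FPKM in the order Col-0, Sei-0, Fcs, Fsc. Counted over all genes from the calls in the authors' deposited table, 1202 genes were above both parents in both hybrids at 1 dpi and 1656 below, 598 and 681 at 2 dpi, and 1725 and 1889 at 3 dpi. The hybrids were compared with the same parent libraries. Independent lists of the same sizes would share 204.9 genes above and 284.6 below at 1 dpi, and 20 simulated sets of unchanged groups shared at most 3 genes in a class. These sets were drawn and called with the error implied by the authors' p-values, so they cannot show whether that error is too small. With a fold of at least 1.5 also required, 781 genes were above both parents at 1 dpi. Without genes in the order of the clock genes, a choice made after seeing the data that removes part of a class by construction, 866 were above and 1218 below at 1 dpi, 227 and 336 at 2 dpi, and 548 and 647 at 3 dpi.

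**Figure D2:**
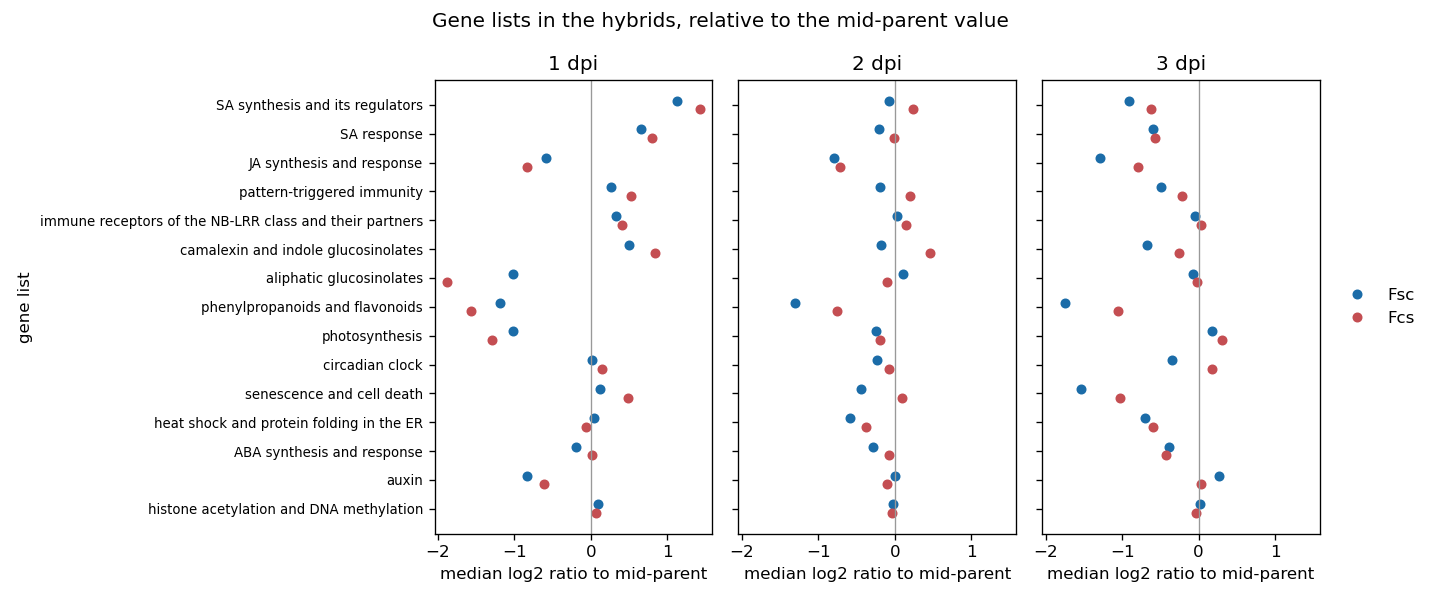
Median log2 ratio to the mid-parent value (FPKM + 1) of 15 gene lists in Fsc and Fcs at 1, 2 and 3 dpi. Phenylpropanoids and flavonoids lie below 0 on each day, at -1.19 in Fsc and -1.57 in Fcs at 1 dpi.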

A total of 3,194 DEGs that showed above-high parent or below-low parent expression in both hybrids (Fig. 2a; Supplementary Data 1) were chosen for further analysis. These 3,194 genes were further classified into four groups based on expression changes across the three time points: expression continuously increased; expression continuously decreased; expression increased and then decreased; and expression decreased and then increased. On the basis of these criteria, 1,827 genes showing the same expression patterns between reciprocal hybrids were selected for Gene Ontology (GO) analysis (Fig. 2b; Supplementary Data 1). 

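PDF1.2c, a plant defensin, increased over the 3 days in both hybrids, with an FPKM of 4.18, 31.8 and 160 in Fsc and 6.36, 8.6 and 63.4 in Fcs. BAP2, an inhibitor of cell death, decreased, at 255, 43 and 2.43 in Fsc and 365, 82.8 and 3.54 in Fcs. NYC1, an enzyme of chlorophyll breakdown, increased and then decreased, at 103, 330 and 226 in Fsc and 98.1, 375 and 218 in Fcs. LHCB1.1, a light-harvesting protein, decreased and then increased, at 930, 102 and 295 in Fsc and 987, 402 and 1390 in Fcs. Of the 5696 genes above or below both parents in both hybrids on at least 1 day, 4465 had the same pattern in both hybrids: 1798 in group I, 1314 in group II, 800 in group III and 553 in group IV. Of the genes that Supplementary Data 1 places in a group, 691 of 709 in group I, 561 of 640 in group II, 315 of 336 in group III and 136 of 142 in group IV had that pattern in both hybrids here. These patterns count any change in FPKM, however small, across tables that were normalized separately, and no test was run on them.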

The most significantly enriched GO term was ‘response to stimulus' (*P*<5.00*e*^−7^, Hypergeometric test; Fig. 2c). A set of 80 genes termed ‘response to bacterium' (Fig. 2d; Supplementary Data 1) seemed the most relevant to the goal of this study and was studied further. 

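Among the 80 genes of the study's list, PR1 had the largest increase over both parents at 1 dpi, at least 4.95-fold in each of the 4 ratios of a hybrid to a parent. AIG1, a gene induced by avirulent bacteria, followed with at least 4.01-fold, CBP60g with 3.34-fold, the arabinogalactan protein AGP5 with 3.24-fold and AZI1, a lipid-transfer protein of systemic immunity, with 2.9-fold. AIG1 had an FPKM of 168 in Col-0, 277 in Sei-0, 1112 in Fsc and 1494 in Fcs, and AZI1 had 33.5, 51.9, 161 and 151 in the same order. SARD1, with at least 1.67-fold, stood at place 21 of the 30 genes above both parents. ATCSLA09, a mannan synthase, had 68.9, 67.1, 16 and 9.93, below both parents. All 80 genes were tested on each day, and in both hybrids 30 lay above and 10 below (30 and 11 adjusted over the list alone) at 1 dpi, 20 lay above and 10 below (22 and 11 adjusted over the list alone) at 2 dpi, and 25 lay above and 24 below (25 and 26 adjusted over the list alone) at 3 dpi. The study chose these genes for their differences in these same libraries, so the counts are not independent evidence of their direction. Of the 8 among them that also stand in the SA lists fixed before the data were examined, 6 were above both parents at 1 dpi and none below, and at 3 dpi 1 was above and 3 below. Of the other 72, 24 were above and 10 below at 1 dpi, and 24 above and 21 below at 3 dpi. The SA lists hold genes that the paper names from these libraries, such as PR1, CBP60g and SARD1. The split of the 8 is therefore not independent evidence either.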

We compared the expression levels of these 80 genes between hybrids and parents, and found that the genes with the most significant change in expression between parents and hybrids were enriched in the SA pathway. These included *CBP60g* and *SARD1*, which encode the transcriptional activators of *ICS1*, and *PR1*, the most commonly used marker gene for SA signalling (Fig. 2d).

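CBP60g (AT5G26920, on chromosome 5 of TAIR10 from 9475682 to 9478751) had an FPKM of 40.2 in Col-0, 71.5 in Sei-0, 239 in Fsc and 314 in Fcs at 1 dpi and 91.8, 92.1, 167 and 221 in the same order at 2 dpi, above both parents in both hybrids on both days. SARD1 (AT1G73805, on chromosome 1 of TAIR10 from 27745427 to 27749178) had 66.9, 183, 304 and 353 at 1 dpi, above both parents in both hybrids, and 96.7, 169, 155 and 191 at 2 dpi, where neither hybrid passed. PR1 (AT2G14610, on chromosome 2 of TAIR10 from 6241704 to 6242463) had 141, 694, 3437 and 3725 at 1 dpi and 2745, 3625, 6696 and 8688 at 2 dpi, above both parents on both days. At 3 dpi none of these 3 genes was above or below both parents in either hybrid. CBP60g then had 63.2, 37.7, 40 and 46.7, SARD1 had 56.1, 83.4, 65.6 and 73.9 and PR1 had 2409, 693, 1742 and 1542. In the authors' deposited table, the q-values of these 3 genes against each parent at 1 dpi were all 0.000233, from the smallest p-value that the table holds.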

SA is a well-known hormone important for plant defence^28^,^29^. That genes involved in the SA pathway changed significantly in hybrids relative to their parents suggests that enhanced activation of the SA pathway may be related to the increased resistance to *Pst* DC3000 in *A. thaliana* hybrids. To test this hypothesis, we extended our expression analysis by performing detailed time–course experiments. 

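At 1 dpi many genes of SA synthesis and some of the SA response were above both parents, and some genes of the jasmonate pathway were below. Of 16 genes of SA synthesis and its regulators, 10 lay above and 1 below (11 and 1 adjusted over the list alone) in both hybrids. PBS3, which joins isochorismate to glutamate, had an FPKM of 65.2 in Col-0, 265 in Sei-0, 540 in Fsc and 737 in Fcs. PAD4 had 72.3, 210, 393 and 540 in the same order, and EDS5, the exporter of isochorismate from the chloroplast, had 64.1, 257, 399 and 438; EDS5 overlaps another annotated gene. EDS1 had 48.4, 85, 86.6 and 97.8 and did not pass against Sei-0. EPS1, which releases SA from its precursor, had 23.3, 9.44, 6.42 and 6.49, below both parents. Of 28 SA response genes, 9 lay above and none below (10 and none adjusted over the list alone), among them PR1, AIG1 and the glutaredoxin gene GRXS13, at 15.6, 96.9, 226 and 344. The median log2 ratio to the mid-parent value was 1.12 in Fsc and 1.42 in Fcs for SA synthesis, and 0.65 and 0.80 for SA response, each at percentile 100.0 of random lists. Against the higher parent these were 0.46, 0.82, 0.29 and 0.43. Of 26 tested genes of jasmonate synthesis and response, none lay above and 7 below (the same adjusted over the list alone), with medians of -0.59 in Fsc and -0.84 in Fcs. VSP2, a storage protein induced by jasmonate, had 1637, 1079, 570 and 211. Most clock genes of the same libraries moved too, with 8 of 17 above and 8 below both parents in both hybrids. The medians of evening genes (TOC1, GI, LUX) and morning genes (CCA1, LHY) lay 4.58 apart as log2 ratios of hybrids to the mid-parent value. From the change of SA pathway genes in the hybrids, the paper proposes that stronger activation of this pathway may be related to their resistance to Pst DC3000.

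**Figure D3:**
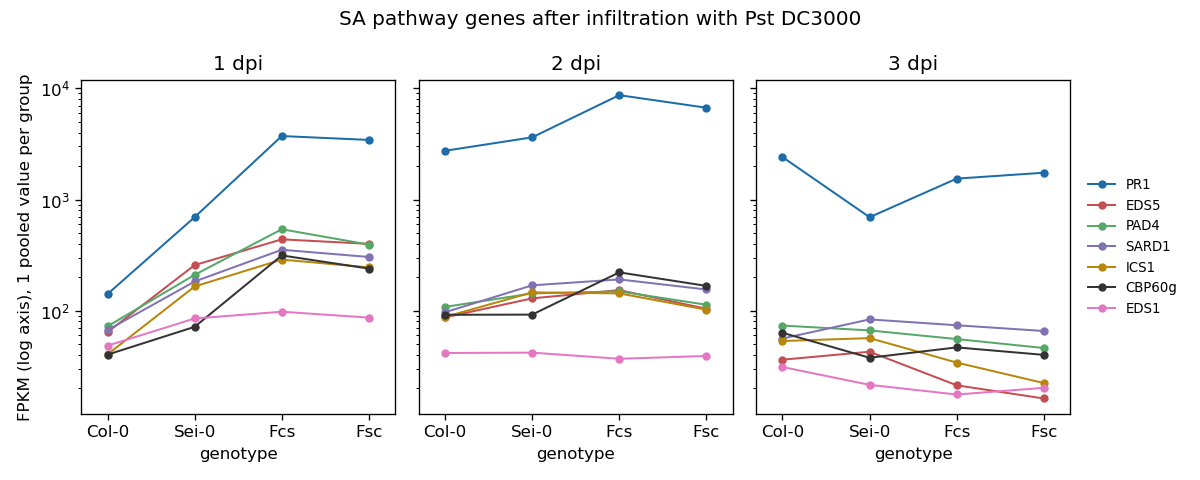
FPKM (log axis) of 7 SA pathway genes in Col-0, Sei-0, Fcs and Fsc at 1, 2 and 3 dpi, 1 pooled value per group. At 1 dpi all but EDS1 are above both parents in both hybrids, and at 3 dpi ICS1 and EDS5 are below both parents in both.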

Leaf samples of hybrids and parents were collected every 8 h after infiltration up to 48 h and subjected to real-time quantitative reverse transcription PCR (qRT–PCR). As shown in Figs 3 and 5 and Supplementary Fig. 6, expression of *PR1*, *PAD4*, *EDS1*, *SARD1* and *CBP60g* was significantly upregulated in the F_1_ hybrids of Col-0 × Sei-0 compared with their parents, and expression of these genes peaked in the hybrids 8 h earlier than in their parents. No expression changes were observed for these genes in the F_1_ hybrids of Col-0 × Aa-0 (Fig. 3b; Supplementary Fig. 7), which is consistent with the lack of evident heterosis for *Pst* DC3000 defence in these hybrids (Fig. 1). These results imply that the upregulation of key genes in the SA biosynthesis pathway in F_1_ hybrids may play a role in the increased resistance of hybrids to biotrophic bacterial pathogen.

### More SA accumulates in hybrids after *Pst* DC3000 inoculation

In *A. thaliana*, pathogen-induced biosynthesis of SA starts from chorismate is catalysed by ICS1^31^,^32^. On the basis of our mRNA-seq data, the expression of *ICS1* at 1 dpi was 10-fold higher in F_1_ hybrids than in parents, suggesting that SA biosynthesis is more active in F_1_ hybrids than in their parents after pathogen infection. 

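ICS1 (AT1G74710, on chromosome 1 of TAIR10 from 28070295 to 28074148) had an FPKM of 40.4 in Col-0, 165 in Sei-0, 245 in Fsc and 288 in Fcs at 1 dpi, above both parents in both hybrids. This is 6.07-fold over Col-0 and 1.49-fold over Sei-0 in Fsc, and 7.13-fold and 1.75-fold in Fcs. The mean of the hybrids was 2.6-fold that of the parents. Against the higher parent, Sei-0, in place of the parents' mean, it was 1.62-fold. In the authors' deposited table, the q-value of ICS1 in Fsc was 0.000233 against Col-0 and 0.00102 against Sei-0. At 2 dpi ICS1 had 87.8, 146, 102 and 143 in the order Col-0, Sei-0, Fsc and Fcs, and neither hybrid was above or below both parents. At 3 dpi it had 53.3, 56.6, 22.3 and 34.1, below both parents in both hybrids, and the mean of the hybrids was 0.513 of that of the parents. ICS2 had 2.75, 3.74, 2.47 and 1.78 at 1 dpi.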

To further test this idea, we analysed expression of *ICS1* in F_1_ hybrids of Col-0 × Sei-0 and Col-0 × Aa-0 relative to their respective parents after infiltration with *Pst* DC3000 or 10 mM MgCl_2_ (control). As shown in Fig. 3a,b, the expression level of *ICS1* showed a greater and more rapid increase in the reciprocal F_1_ hybrids of Col-0 × Sei-0, but not in the F_1_ hybrids of Col-0 × Aa-0, compared with their respective parents.

Next, we determined the SA levels in F_1_ hybrids and their parents after infiltration with *Pst* DC3000. As shown in Fig. 3c, at 1 dpi, more SA (including free SA and SAG) had accumulated in the F_1_ hybrids Fsc and Fcs than in their parents (*P*<0.01, Student's *t*-test). No significant changes in SA accumulation were observed in the F_1_ hybrids Fac and Fca relative to their parents. Altogether, our data indicate that increased SA accumulation may be responsible for increased resistance to biotrophic bacterial pathogens in the F_1_ hybrids Fcs and Fsc.

An important defence response induced by SA is the triggering of PR gene expression, especially *PR1*^43^. An examination of *PR1* expression showed that *PR1* was significantly upregulated in the reciprocal F_1_ hybrids Fsc and Fcs relative to their parents, whereas no obvious changes in *PR1* expression were found in the reciprocal F_1_ hybrids Fac and Fca relative to their parents (Fig. 3a,b). These results indicate that increased SA accumulation, possibly due to enhanced activation of the SA biosynthesis pathway, may be involved in increased resistance to biotrophic bacterial pathogens in *A. thaliana* hybrids.

### Blocking SA biosynthesis compromises heterosis in hybrids

To substantiate the role of SA in heterosis for biotrophic bacterial defence, we asked whether blocking the SA biosynthesis pathway could compromise the heterotic phenotypes of F_1_ hybrids. For this purpose, we chose *PAD4* to examine as a key gene in the SA biosynthesis pathway^44^ that is mutated in more than one *A. thaliana* ecotype. PAD4 is a lipase-like protein that functions upstream of the SA biosynthesis pathway to control defence responses in *A. thaliana*^33^. Compared with wild type, *pad4* mutants display enhanced susceptibility to two virulent *P. syringae* pathogens (*Pst* DC3000^43^ and *P. syringae* pv. *maculicola* ES4326^45^,^46^), resulting from the reduced synthesis and accumulation of SA and SAG^33^,^38^. A *pad4* mutant line in the L*er* background (*pad4-2*)^44^ and a T-DNA insertion line in the Col-0 background (SALK_089936) were used to generate reciprocal F_1_ hybrid lines. We first confirmed that expression of *PAD4* was downregulated in the two *pad4* parental lines (Supplementary Fig. 8). In the absence of a *pad4* mutation, the F_1_ hybrids of Col-0 and L*er* (Flc and Fcl) had significantly increased resistance to biotrophic bacterial invasion (*P*<0.01, Student's *t*-test; Fig. 4a,b), and significant greater accumulation of both free SA and SAG (*P*<0.01, Student's *t*-test; Fig. 4c) relative to their parents. For *pad4* mutants, both the parental lines (*pad4* (Col) and *pad4* (L*er*)) and their reciprocal F_1_ hybrids (*pad4* (Flc) and *pad4* (Fcl)) showed greater susceptibility to *Pst* DC3000 than their wild-type counterparts (Fig. 4a,b). Moreover, the heterosis for biotrophic bacterial defence in both reciprocal F_1_ hybrids was greatly compromised, and no significant differences in symptoms or bacterial titers were observed among the hybrids and parents (Fig. 4a,b). In addition, there were no significant differences in SA accumulation in the F_1_ hybrids compared with their parents (Fig. 4c). Notably, SA levels were reduced to control levels (treated with 10 mM MgCl_2_) in both parents and hybrids (Fig. 4c). We then tested the expression profiles of *ICS1* and *PR1*, which act downstream of *PAD4* in the SA biosynthesis pathway. At 1 dpi, both genes were upregulated in F_1_ hybrids Flc and Fcl, but not in F_1_ hybrids *pad4* (Flc) and *pad4* (Fcl) (Supplementary Fig. 9). These data further indicate that the increased level of SA resulting from enhanced activation of the SA biosynthesis pathway in hybrids plays an essential role in heterosis for biotrophic bacterial defence.

### H3Ac of SA biosynthesis genes increased in hybrids

Several reports recently showed that chromatin modifications may play important roles in hybrid vigour^10^,^47^. Chromatin modifications have also been suggested to play a role in plant defence responses by regulating gene expression^48^,^49^. We thus asked whether chromatin modifications might be involved in heterosis for biotrophic bacterial defence in *Arabidopsis*. We examined the histone modifications of *PAD4*, *EDS1*, *CBP60g* and *SARD1* in both hybrids and their parents using chromatin immunoprecipitation (ChIP) followed by quantitative real-time PCR (qRT-PCR). Among the standard histone modifications, acetylation of histone H3 (H3Ac) is associated with active chromatin and transcription^50^,^51^, and the trimethylation of H3K27 (H3K27me3) is associated with repressed transcription^52^,^53^. Therefore, we performed ChIP assays using anti-H3Ac and anti-H3K27me3 antibodies against chromatin extracted from leaves infiltrated with *Pst* DC3000 or MgCl_2_ (as a control). The precipitated DNA was purified and analysed by quantitative real-time PCR (qRT-PCR) to assess the chromatin states of the four gene promoters. For *PAD4* and *EDS1*, a region close to the translation initiation codon (ATG) was examined using anti-H3Ac and anti-H3K27me3, and an exon region downstream of the ATG was examined using anti-H3Ac as a control (Fig. 5c,e). As expected, there was a significant increase in H3Ac at the promoter regions of *PAD4* and *EDS1* in the reciprocal F_1_ hybrids relative to the parents after infiltration with *Pst* DC3000 or MgCl_2_, and the increase was higher after infiltration with *Pst* DC3000 than with MgCl_2_ (Fig. 5d,f). There was no significant difference in the level of H3K27me3 in these regions between reciprocal F_1_ hybrids and parents after infiltration with *Pst* DC3000 (Fig. 5d,f). These results are consistent with the upregulation of these two genes in the F_1_ hybrids (Fig. 5a,b). Similar patterns of H3Ac and H3k27me3 were also observed for *CBP60g* and *SARD1* (Supplementary Fig. 6). We performed the same experiment using the Col-0 × Aa-0 cross, which had no heterosis for biotrophic bacterial defence, and found that there was no significant increase in H3Ac at the promoter regions of *PAD4*, *EDS1*, *SARD1* and *CBP60g* in the reciprocal F_1_ hybrids relative to the parents after infiltration with MgCl_2_ or *Pst* DC3000, which is consistent with the no significant difference in gene expression between these hybrids and their parents (Supplementary Fig. 7).

Recently, changes in DNA methylation have been correlated with transcription level changes in hybrids, suggesting that DNA methylation plays a role in heterosis for biomass^10^,^11^. To further investigate whether DNA methylation contributes to the increased pathogen resistance in hybrids, we used bisulphite sequencing to examine the methylation levels of CG, CHG and CHH (where H=A, T or C) in the promoters or gene body regions of *PAD4*, *EDS1*, *ICS1*, *SARD1* and *CBP60g* in hybrids and their parental lines after infiltration with *Pst* DC3000^54^. The selected regions were chosen based on a previous whole-genome DNA methylation profiling study in *A. thaliana*^55^. Degenerate primers flanking these regions were used to amplify bisulphite-treated DNA, and the PCR products were subsequently cloned and sequenced. When methylation levels of CG, CHG and CHH sites were calculated and compared between F_1_ hybrids and parents, we found that the total methylation levels in the F_1_ hybrids for all tested regions were at mid-parent levels (Supplementary Fig. 10 and Supplementary Data 2), suggesting that DNA methylation may not play a role in heterosis for biotrophic bacterial defence in our tested accessions.

Our data demonstrate that, in response to pathogen invasion, SA biosynthesis was activated, which has not been observed in the absence of pathogens, in both F_1_ hybrids and their parents as a defence strategy. However, the key genes involved in SA biosynthesis were expressed at higher levels in the F_1_ hybrids than in their parents, possibly through regulation of histone modifications, such as H3 acetylation. Consequently, higher levels of SA, which plays an important role in resistance to biotrophic bacterial pathogens in *A. thaliana*, are produced in F_1_ hybrids (Fig. 6).

## Discussion

In this study, we identified certain F_1_ hybrids manifesting significant heterosis (superiority to both parents) for biotrophic bacterial resistance in *A. thaliana*. 

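Few SA synthesis genes differed from both parents at 2 dpi, and at 3 dpi several were below them. Of 16 genes of this list, 1 lay above and none below (the same adjusted over the list alone) in both hybrids at 2 dpi, the gene above being CBP60g, and none lay above and 7 below (the same adjusted over the list alone) at 3 dpi. ALD1, which starts pipecolic acid synthesis, had an FPKM of 31.9 in Col-0, 51.5 in Sei-0, 3.61 in Fsc and 10.4 in Fcs at 3 dpi, and FMO1, which acts after it, had 52.5, 64.6, 12.8 and 22 in the same order. EDS5 had 36.2, 42.7, 16.2 and 21.3 and PBS3 had 73.4, 67.2, 18.9 and 35.5, both below the parents in both hybrids. PAD4 had 73.4, 66.4, 46.1 and 55.5, below both parents in Fsc alone. The median log2 ratio of the list to the mid-parent value was -0.08 in Fsc and 0.24 in Fcs at 2 dpi (percentiles 46.8 and 99.8 of random lists), and -0.91 and -0.62 at 3 dpi (percentile 0.0 in both). Against the higher parent these were -0.32, 0.03, -0.98 and -0.75. Of 28 SA response genes, 1 lay above and 3 below (the same adjusted over the list alone) at 2 dpi, and 1 lay above and 11 below (1 and 12 adjusted over the list alone) at 3 dpi. SAG13, a marker of early senescence, had 1236, 1574, 137 and 469 at 3 dpi, while AZI1, the gene above, had 47.9, 56.4, 140 and 162. The evening and morning clock genes lay 5.01 apart at 2 dpi and 5.22 at 3 dpi, as log2 ratios of hybrids to the mid-parent value.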

We compared genome-wide gene expression profiles of hybrids showing heterosis with those of their parents and found that the expression of key SA biosynthesis genes was significantly upregulated in both reciprocal F_1_ hybrids compared with either parent (Figs 3 and 5; Supplementary Fig. 6). This indicated that SA accumulation might be increased in hybrids, which was confirmed by direct determination of SA levels in hybrids and parents after bacterial inoculation (Fig. 3). The increased pathogen resistance in hybrids was compromised by *pad4*, as shown in the F_1_ hybrids of *pad4* (L*er*) and *pad4* (Col) (Fig. 4), indicating that SA is required for heterosis for biotrophic bacterial defence. Moreover, the upregulated expression of key SA biosynthesis genes was associated with higher levels of H3Ac in the promoters of these SA-related genes in the F_1_ hybrids than in the parents (Fig. 5 and Supplementary Fig. 6). As H3 acetylation is associated with active gene expression, this increase suggests that epigenetic regulation of the SA biosynthesis pathway may play an important role in the increased resistance to biotrophic bacterial pathogens in hybrids.

A previous study^56^ showed that Ws-0 is insensitive to the bacterial flagellin flg22, whereas Ws-0 × Col-0 (flg22 sensitive) exhibited sensitive phenotypes in F_1_ seedlings. The corresponding dominant locus was further segregated and later found to encode the flagellin receptor FLS2 (refs 57, 58). These studies explain why hybrid crosses between Col-0 and Ws in our study did not show heterosis for biotrophic bacterial defence (Supplementary Fig. 1).

On treatment with SA^59^,^60^, β-aminobutyric acid^61^ or various other natural or synthetic compounds^62^, plants acquire enhanced resistance to a broad spectrum of pathogens, a phenomenon called ‘inducible defence'. The various induced resistance phenotypes are associated with an enhanced capacity for more rapid and effective activation of cellular defence responses and the expression of various defence-related genes, which were induced only after pathogen attack^59^,^60^,^63^. This physiological condition, in which plants are able to better or more rapidly mount defence responses to biotic or abiotic stress, is called the ‘primed state'^64^. As revealed in our study, the key genes involved in the SA biosynthesis pathway (*PAD4*, *EDS1*, *SARD1*, *CBP60g* and *ICS1*) were all significantly upregulated in F_1_ hybrids relative to their parents after inoculation with the pathogen (Figs 3 and 5; Supplementary Fig. 6), eventually leading to increased SA accumulation in hybrids (Fig. 3c). Moreover, the expression peak for all of these genes was 8 h earlier in hybrids than in their parents, and this faster activation was only induced under pathogen invasion (Figs 3 and 5; Supplementary Fig. 6). These observations indicate that F_1_ hybrids responded more efficiently to pathogen attack than did their parents by expressing SA pathway genes more quickly and at higher levels. Therefore, F_1_ hybrids showed a primed state under pathogen attack, which might be an important step towards heterosis for biotrophic bacterial defence in *A. thaliana*.

The mechanistic basis of gene priming is poorly understood until now. Histone modifications such as H3K4 trimethylation and H3 acetylation are systemically set following treatment with the SA analogue benzothiadiazole^65^. However, the primed genes were not activated or were activated to a limited extent, even with altered histone modifications. Instead, these changes in histone modifications may serve as a memory of the primary treatment, which is then associated with an amplified reaction to the following stress (water infiltration)^65^. In our study, H3 acetylation levels in the promoter regions of the key SA biosynthesis genes were higher in F_1_ hybrids than in their parents (Fig. 5; Supplementary Fig. 6) even after mock (10 mM MgCl_2_) treatment, and this difference increased further after inoculation with bacterial pathogen. Moreover, the higher level of histone modifications in the F_1_ hybrids under MgCl_2_ inoculation did not induce expression of these genes (Fig. 5; Supplementary Fig. 6), an observation reminiscent of the findings reported in the abovementioned study^65^. Accordingly, we speculate that hybridization might induce a primed state characterized by enhanced histone acetylation in the promoter regions of these SA biosynthesis genes, which then enables a more rapid and stronger activation of defence-related genes on pathogen invasion.

A previous study^66^ showed that promoter insertion/deletion (INDEL) polymorphisms were highly correlated with differential gene expression between rice hybrids and their parents, which might contribute to the biomass heterosis. Therefore, we also sequenced the 2-kb regions upstream of the ATG codons of the key SA biosynthesis genes in different *A. thaliana* ecotypes. Surprisingly, we found an identical 612-bp INDEL in the promoter of *CBP60g* in nine ecotypes (Aa-0, No-0, Nd-0, Est-0, C24, Co-1, Gr-1, Ha-0, Dr-0), and none of the F_1_ crosses of Col-0 with these nine ecotypes showed increased resistance to the biotrophic bacterial pathogen. The specific relationship between this INDEL and the differential expression level of genes in hybrids and parents remains to be explored. It has been proposed^20^ that heterosis for biomass and for freezing tolerance were not genetically related in *A. thaliana*. In this study, our data suggest that there was no direct relationship between heterosis for biomass and for biotrophic bacterial resistance. The F_1_ hybrids from two combinations (Col-0 & C24 and L*er* & Col-0), which exhibit heterosis for biomass^11^,^14^, show no heterosis for biotrophic bacteria defence in our study (Supplementary Fig. 11). The F_1_ hybrids from two other combinations (Col-0 & Sei-0 and Col-0 & L*er*) exhibit heterosis for biotrophic bacteria defence, but show no (crosses between Col-0 and Sei-0) or only weak (crosses between Col-0 and L*er*) heterosis for biomass (Supplementary Table 4). Taken together, these studies suggest that different molecular mechanisms account for different heterotic traits.

## Methods

### Plant materials

The *A. thaliana* accessions Aa-0 (N934), Est-0 (N1148) and Sei-0 (N1504) were obtained from the Nottingham *A. thaliana* Stock Centre. All other accessions, WS-2 (CS76631), L*er*-1 (CS6928), C24 (CS28127), Co-1 (CS76468), Gr-1 (CS76496), Ha-0 (CS76500), Dr-0 (CS76475), Kil-0 (CS76526), Kro-0 (CS76533), Bch-1 (CS76444), Db-1 (CS76471), Hs-0 (CS76515), An-1 (CS76435), La-0 (CS76538), Lip-0 (CS76542), No-0 (CS24239) and Nd-0 (CS6803), were obtained from the *A. thaliana* Biological Resource Center. Crosses were performed by dissecting immature flowers before anther dehiscence and applying pollen to the exposed pistils. F_1_ hybrid lines were generated by crossing the indicated parental lines. F_1_ hybrids of *pad4* mutants were generated by crossing a T-DNA insertion line in the Col-0 background (SALK_089936) with *pad4-2* in the L*er* background^38^.

### Growth conditions

Plants were grown on Murashige and Skoog plates containing 1% sucrose at 23 °C under white light conditions (100 μmol m^−2^ s^−1^; 16-h light/8-h dark). Plants for pathogen inoculation were grown under short-day conditions (8-h light) and leaves from 4-week-old plants were used. For other assays, 6-week-old plants grown at 16 °C under long-day conditions (16-h light) were used. All plants were grown at the controlled temperature (16° or 23°±0.1°C) with 65% relative humidity. Chambers were illuminated using a 1:1 mix of Cool White and Gro-lux wide-spectrum fluorescent lights with a fluence rate of 125–175 μmol m^−2^ s^−1^.

### RNA extraction and qRT–PCR

Leaves from 4-week-old plants were infiltrated with *Pst* DC3000 (1 × 10^5^ c.f.u. ml^−1^) or with 10 mM MgCl_2_ (mock) and collected at different time points. At least five leaves from different plants were pooled in each sample for qRT–PCR. Leaves were ground to a powder in liquid nitrogen, and total RNA was extracted using the RNeasy Plant Mini kit (Qiagen) with an On-Column DNase I digestion treatment. Spectrophotometric and gel electrophoretic analyses were performed to detect RNA quality. To synthesize cDNA, 1 μg of RNA was used in the SuperScript III First-Strand Synthesis System (Invitrogen). Real-time qPCR analysis was performed using Power SYBR Green PCR Master Mix (Applied Biosystems) on a Bio-Rad CFX96 real-time PCR detection system. Each experiment was repeated with three independent samples, and qRT–PCR reactions were performed in three technical replicates for each sample. All primers used are listed in Supplementary Table 5.

### mRNA-seq and data analysis

At least 30 leaves from different 4-week-old plants infiltrated with *Pst* DC3000 (1 × 10^5^ c.f.u. ml^−1^) were collected at 1, 2 and 3 days after infiltration. Total RNA was extracted as described above and was treated with RNase-free DNase I (New England Biolabs) to remove any contaminating genomic DNA. Total RNA (1–10 μg) was used for the construction of each mRNA-seq library. mRNA was extracted from total RNA using Dynabeads oligo(dT) (Invitrogen Dynal) following the manufacturer's directions. First- and second-strand cDNA were generated using Superscript II reverse transcriptase (Invitrogen) and random hexamer primers. Double-stranded cDNA was fragmented by nebulization and used for mRNA library construction following the standard Illumina protocol. Barcodes were added to each mRNA-seq library, and all libraries were sequenced using the HiSeq 2000 sequencing system according to the manufacture's instruction (Illumina). TopHat and Cufflink software packages were used for the mRNA-seq data analysis to identify DEGs. The BiNGO plugin of Cytoscape software was used for GO analysis. SAS software was used for significant difference analysis.

After sequencing adapters and low-quality reads were removed, sequencing reads were mapped to the TAIR 10 *A. thaliana* reference genome by TopHat (http://tophat.cbcb.umd.edu/) using default parameters. The TopHat results were exported into Cufflink software so that the sequencing reads could be assembled into known transcripts based on the *A. thaliana* gene model annotation of TAIR10. The abundance of assembled transcripts was also calculated in fragments per kilobase of exon model per million mapped fragments (FPKM). Following Cufflink, Cuffmerge software was used to merge the assembled transcripts from each sample into one file using default parameters. Finally, transcript abundance profiling was undertaken by Cuffdiff software using a Poisson fragment distribution and a false discovery rate (FDR) <0.05 as the two default parameters. Cufflink, Cuffmerge and Cuffdiff are from the Cufflink software package (http://cufflinks.cbcb.umd.edu).

To classify genes into expression patterns, non-additive expression levels in hybrids were identified by comparing the expression in hybrids with the mid-parent values; genes with *P*<0.05 (Student's *t*-test) were considered to be non-additively expressed, and genes with *P*>0.05 (Student's *t*-test) were considered to be additively expressed. Similarly, for genes that were differentially expressed in the parents, if expression in the hybrids was significantly different from the high parent but not from the low parent, then they were classified as ‘low parent expression'; if expression in the hybrids was significantly different from the low parent but not from the high parent, then they were classified as ‘high parent expression'.

GO results were extracted from the TAIR10 gene annotation, and a functional enrichment analysis was performed using the BiNGO plugin of Cytoscape (http://www.psb.ugent.be/cbd/papers/BiNGO/Home.html). Pearson product–moment correlation coefficients were calculated using R software.

### Bacterial inoculation and determination of bacterial growth

*Pst* DC3000 was grown at 28 °C in King's B medium (10 mg ml^−1^ protease peptone, 1.5 mg ml^−1^ K_2_HPO_4_, 15 mg ml^−1^ glycerol)^67^ supplemented with 25 μg ml^−1^ rifampicin. Mature, fully expanded leaves of 4-week-old plants were infected with suspensions of bacterial cells in 10 mM MgCl_2_ by pressing a 1-ml syringe (without a needle) against the abaxial side of the leaves and forcing the suspension through the stomata into the intercellular spaces. The bacterial dose was 1 × 10^5^ c.f.u. cm^−2^ leaf area (equivalent to OD_600_=0.0002).

Five days after inoculation, the degree of bacterial growth in plant leaves was determined by harvesting 16–24 infected leaves per sample (approximately eight plants), and a 0.28-cm^2^ leaf disk was cut from each leaf with a no. 2 cork borer. Disks were put into a microcentrifuge tube containing 1 ml of 10 mM MgCl_2_ and ground with a plastic pestle. This material was diluted, and 60-μl samples were spread on King's B plates containing 25 μg ml^−1^ rifampicin. Plates were incubated for 2 days at 28 °C. Eight replicate samples per genotype were assayed to obtain means and s.d., which were determined from the logarithm of the number of c.f.u.  cm^−2^.

### Determination of endogenous levels of SA and SAG

Mature leaves of 4-week-old plants were infected with *Pst* DC3000 at a dose of 1 × 10^5^ c.f.u. cm^−2^ leaf area (equivalent to OD_600_=0.0002) or mock infected with 10 mM MgCl_2_. At 1 dpi, samples were collected (at least 0.2 g tissue per sample, from approximately eight plants) and frozen in liquid nitrogen. SA and SAG were extracted and quantified from ∼200 mg of tissue per sample using high-performance liquid chromatography analysis on an ARH-601 organic acids column (100 mm × 6.5 mm; Transgenomic Inc., Omaha, NE, USA) run at 55 °C in 0.01 N H_2_SO_4_ with a flow rate of 0.6 ml min^−1^. Three replicates were taken for each data point. Statistical analyses were performed using Student's *t*-test of the differences between the two means.

### ChIP

About 2 g materials were cross-linked with 1% formaldehyde in a vacuum for 35 min, and were then ground to powder in liquid nitrogen. The chromatin complexes were isolated and sonicated, and were then incubated with anti-acetyl-Histone H3 antibody and anti-trimethyl-Histone H3 (Lys27) antibody. 10 μg of anti-AcH3 (Upstate; 06-599) and anti-H3K27me3 (Millipore; 07-449) antibodies^49^,^68^ were used in a 10-μl volume for immunoprecipitation. An equal amount of sample without antibody was used as a mock control. The precipitated DNA was recovered and analysed by qPCR with Power SYBR Green PCR Master Mix (Applied Biosystems) using specific primers listed in Supplementary Table 5. Each ChIP value was normalized to its respective input DNA value. All ChIP–qPCR experiments were independently performed in triplicate.

### Genomic DNA extraction and bisulphite sequencing

Four-week-old plants were grown under short-day conditions and infiltrated with *Pst* DC3000. Leaves were collected at 1 dpi and genomic DNA was extracted using the DNeasy Plant Mini kit (Qiagen). Then, ∼500 ng genomic DNA was used for bisulphite conversion with the EZ DNA Methylation-Gold kit (ZYMO Research) according to the manufacturer's instructions. Bisulphite-treated DNA (1 μl) was then amplified by PCR in a 25-μl reaction using ZymoTaq DNA polymerase (ZYMO Research) and degenerate primers (Supplementary Table 5). PCR products were resolved on a 1% agarose gel, and then excised, purified and cloned into a pGEM-T vector (Promega) for sequencing. For each plant genotype, 20 independent top-strand clones were sequenced. For tested regions, bisulphite DNA sequences were analysed, and the levels of DNA methylation were calculated using the online Kismeth program^54^. For each genotype, the percentage of cytosine methylation in each context (CG, CHG or CHH) was calculated.

### Trypan blue staining

Leaves were immersed in 5 ml lactophenol trypan blue solution (250 μg ml^−1^ trypan blue, 25% (w/v) lactic acid, 25% water-saturated phenol, 25% glycerol, H_2_O), slow-release vacuum-infiltrated for 5 min, and then reinfiltrated for an additional 5 min. Samples were then heated over boiling water for 2 min and cooled before replacement of the lactophenol trypan blue solution with a chloral hydrate solution (25 g in 10 ml H_2_O) for destaining. After multiple exchanges of chloral hydrate solution, samples were equilibrated for several hours in 70% glycerol. For examination, leaves were mounted adaxial side up and examined using a microscope.

## Additional information

**Accession codes**: All original data sets have been deposited in the Gene Expression Omnibus database under accession number GSE62256.

**How to cite this article:** Yang, L. *et al*. Salicylic acid biosynthesis is enhanced and contributes to increased biotrophic pathogen resistance in *Arabidopsis* hybrids. *Nat. Commun.* 6:7309 doi: 10.1038/ncomms8309 (2015).

## Supplementary Material

Supplementary Figures and Tables Supplementary Figures 1-11, Supplementary Tables 1-5

Supplementary Dataset 1 Summary of the selected genes included in Figure 2

Supplementary Dataset 2 Summary of the original clones sequencing data of bisulfite sequencing

## Figures and Tables

**Figure 1:**
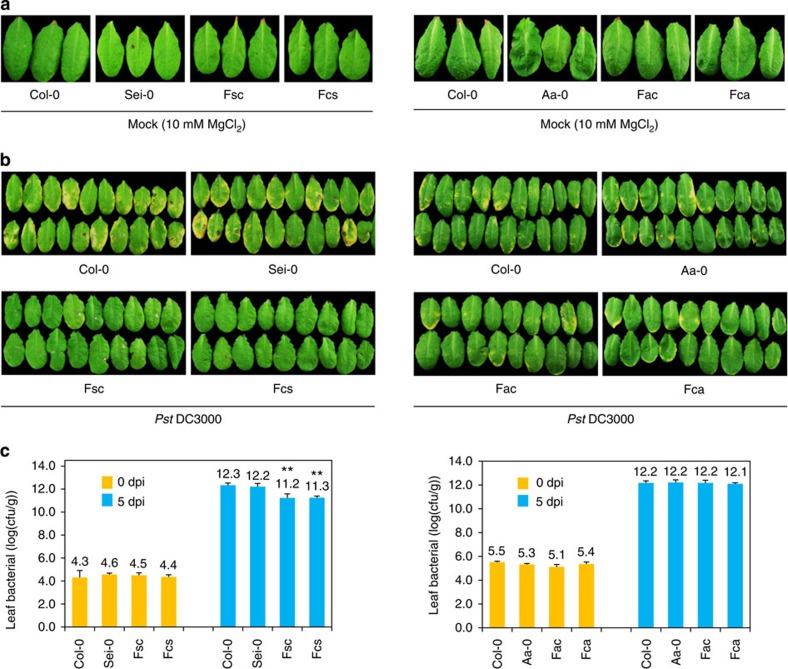
Bacterial defence phenotypes of *Arabidopsis thaliana* F_1_ hybrids and their parents. (**a**) Phenotypes of F_1_ hybrids and their parents 5 dpi with MgCl_2_ (10 mM). Fsc and Fcs, reciprocal F_1_ hybrids, where maternal line is Sei-0 and Col-0, respectively; Fac and Fca, reciprocal F_1_ hybrids, where maternal line is Aa-0 and Col-0, respectively. (**b**) Phenotypes of F_1_ hybrids and their parents 5 dpi with *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 (1 × 10^5^ c.f.u. ml^−1^). (**c**) Bacterial titer (log10) of F_1_ hybrids and their parents 0 dpi and 5 dpi with *Pst* DC3000 (1 × 10^5^ c.f.u. ml^−1^). **P<0.01 between hybrids and parents (Student's *t*-test). Bacterial growth is expressed as mean values of viable bacteria per gram of leaf tissue±s.d.. Error bars indicate s.d.. Data are shown as mean±s.d. (*n*=8, n means biological replication).

**Figure 2:**
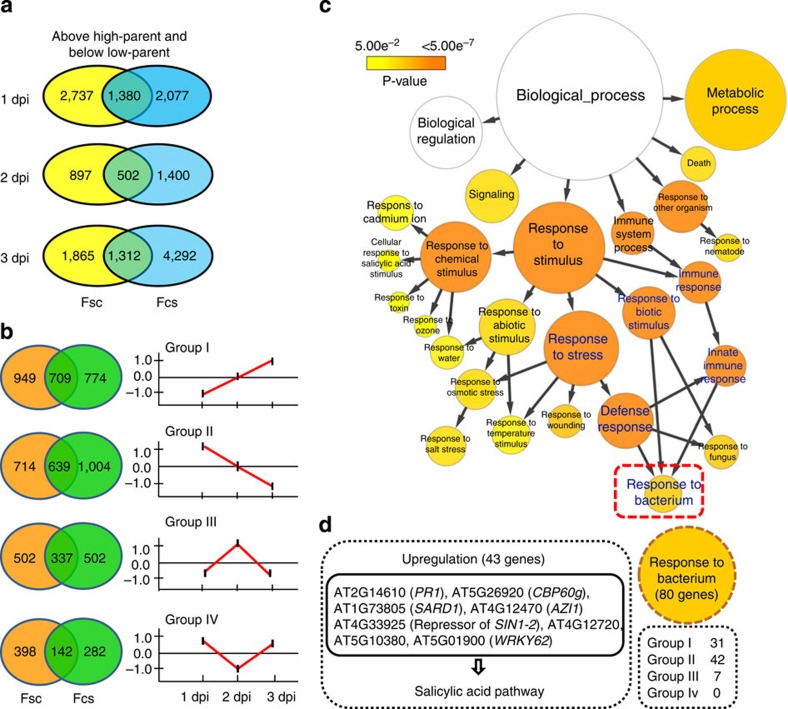
DEGs involved in bacterial defence selected by cluster and functional classification analyses. (**a**) Venn diagram showing the number of ‘above-high parent' and ‘below-low parent' genes in each *Arabidopsis thaliana* hybrid at three time points. (**b**) Venn diagram showing the number of genes (selected from (**a**)) in each Cluster Analysis Group in F_1_ hybrids. Group I: expression continuously increased; group II: expression continuously decreased; group III: expression increased first and then decreased; and group IV: expression decreased first and then increased. (**c**) Enrichment of selected GO categories for genes selected from (**b**). The biological process with false discovery rate (adjusted *P*<0.05, Student's *t*-test) is shown. (**d**) Some genes in the salicylic acid pathway, categorized as ‘response to bacterium' by GO analysis, were upregulated in F_1_ hybrids.

**Figure 3:**
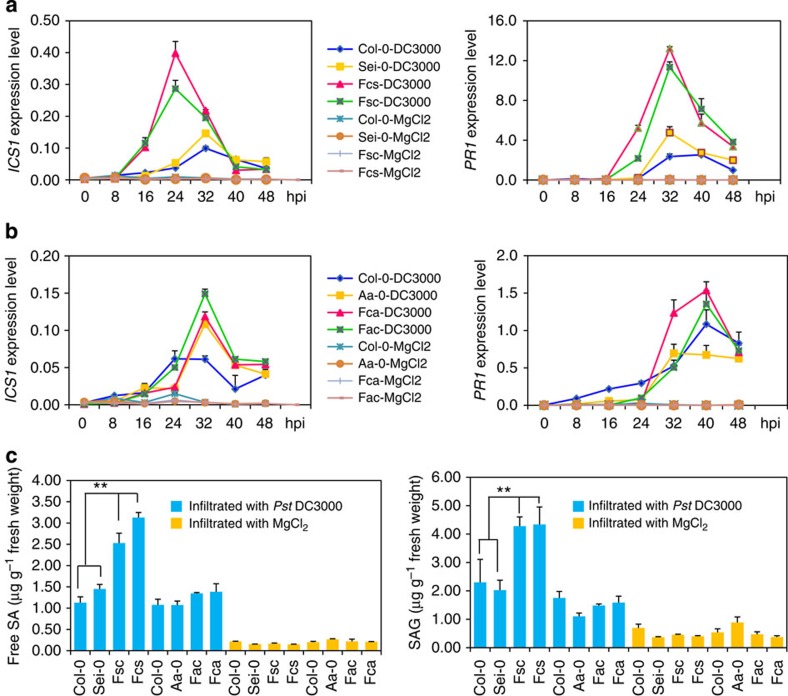
Free SA and SA glycoside levels in *Arabidopsis thaliana* F_1_ hybrids and their parents. (**a**) qPCR analyses of *ICS1* and *PR1* expression in F_1_ hybrids and parents of Col-0 × Sei-0 every 8 h post infiltration (hpi) up to 48 hpi with *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 at 1 × 10^5^ c.f.u. ml^−1^ and MgCl_2_. Fsc and Fcs, reciprocal F_1_ hybrids, where maternal line is Sei-0 and Col-0, respectively. (**b**) qPCR analyses of *ICS1* and *PR1* expression in F_1_ hybrids and parents of Col-0 × Aa-0 1 every 8 h post infiltration (hpi) up to 48 hpi with *Pst* DC3000 at 1 × 10^5^ c.f.u. ml^−1^. Fac and Fca, reciprocal F_1_ hybrids, where maternal line is Aa-0 and Col-0, respectively. Data are standardised for abundance of *Actin* transcript. (**c**) Free SA and SAG levels in F_1_ hybrids and parents of two crosses 1 dpi with *Pst* DC3000 at 1 × 10^5^ c.f.u. ml^−1^. The results are a representative of three biological repetitions. Error bars indicate s.d.. Data are shown as mean±s.d. (*n*=3, n means technical replication). **P<0.01 between hybrids and parents (Student's *t*-test).

**Figure 4:**
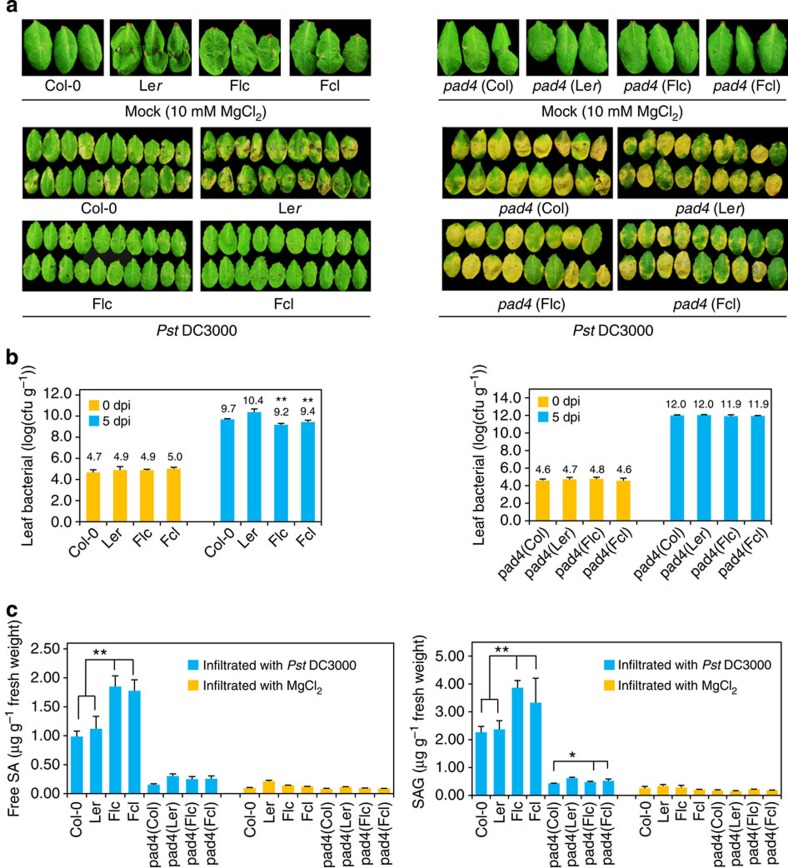
Increased resistance to the biotrophic bacterial pathogen was compromised in F_1_ hybrids of *pad4* mutants. (**a**) Phenotypes of Col-0 × L*er* and *pad4* (Col) × *pad4* (L*er*) parental lines and their respective F_1_ hybrids 5 dpi with MgCl_2_ (10 mM) or *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 (1 × 10^5^ c.f.u. ml^−1^). Flc and Fcl, reciprocal F_1_ hybrids, where maternal line is L*er* and Col-0, respectively. (**b**) Bacterial titer (log10) of Col-0 × L*er* and *pad4* (Col) × *pad4* (L*er*) parental lines and their respective F_1_ hybrids 5 dpi with *Pst* DC3000 (1 × 10^5^ c.f.u. ml^−1^). Bacterial growth is expressed as mean values of viable bacteria per gram of leaf tissue±s.d. Error bars indicate s.d.. Data are shown as mean±s.d. (*n*=8, n means biological replication). (**c**) Free SA and SA glycoside (SAG) levels in Col-0 × L*er* and *pad4* (Col) × *pad4* (L*er*) parental lines and their respective F_1_ hybrids 1 dpi with *Pst* DC3000 at 1 × 10^5^ c.f.u. ml^−1^. The results are a representative of three biological repetitions. Error bars indicate s.d.. Data are shown as mean±s.d. (*n*=3, *n* means technical replication). *P<0.05 and **P<0.01 between hybrids and parents (Student's *t*-test).

**Figure 5:**
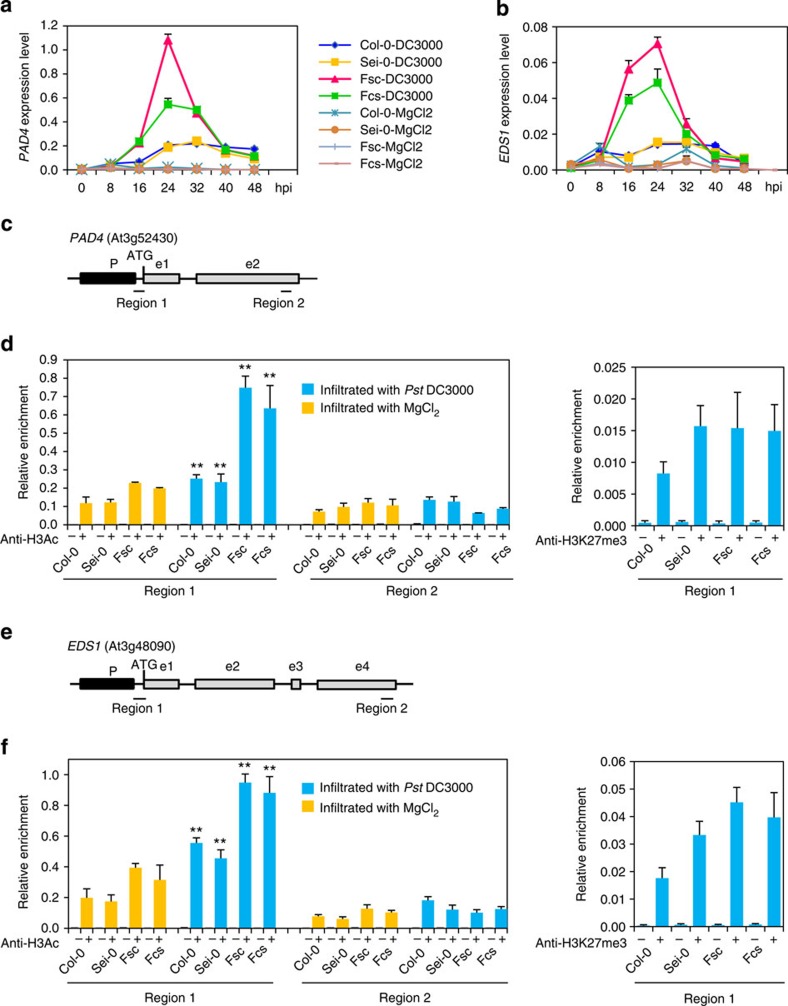
Increased H3 acetylation correlates with altered expression of *PAD4* and *EDS1* in F_1_ hybrids. (**a**,**b**) qPCR analyses of *PAD4* and *EDS1* expression in F_1_ hybrids and parents of Col-0 × Sei-0 every 8 h post infiltration (hpi) up to 48 hpi with *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 at 1 × 10^5^ c.f.u. ml^−1^ or MgCl_2_. Fsc and Fcs, reciprocal F_1_ hybrids, where maternal line is Sei-0 and Col-0, respectively. Data are standardized for abundance of *Actin* transcript. (**c**,**e**) Regions of *PAD4* and *EDS1* used for ChIP–qPCR assays. (**d**,**f**) ChIP–qPCR analyses of promoter fragments (region 1) and exon fragments (region 2) of *PAD4* and *EDS1* in F_1_ hybrids and their parents using anti- H3Ac antibody at 1 dpi with *Pst* DC3000 or MgCl_2_, and ChIP–qPCR analyses of region 1 of *PAD4* and *EDS1* in F_1_ hybrids and their parents using anti-H3K27me3 antibody at 1 dpi with *Pst* DC3000. Error bars indicate s.d.. **P<0.01 between infiltrated with *Pst* DC3000 and MgCl_2_ of respective samples (Student's *t*-test). ChIP values were normalized to their respective DNA inputs. Data are shown as mean±s.d. The results are a representative of three biological repetitions. Error bars indicate s.d.. Data are shown as mean±s.d. (*n*=3, n means biological replication).

**Figure 6:**
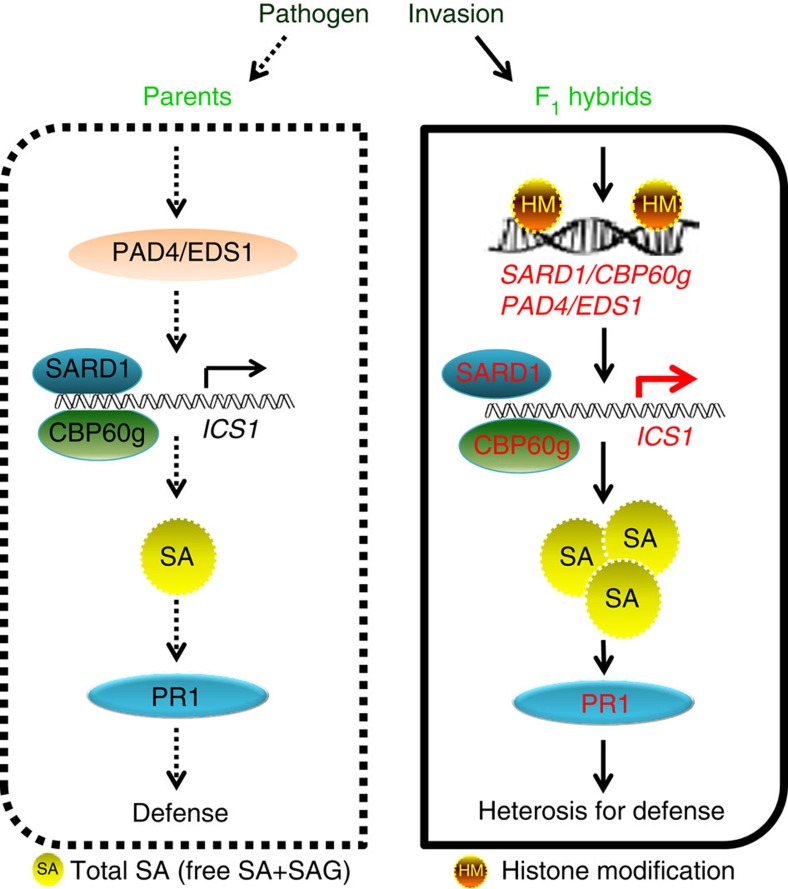
Working model of enhanced SA biosynthesis in hybrids. SA biosynthesis is activated in *Arabidopsis thaliana* F_1_ hybrids and their parents in response to pathogen invasion as a defence strategy, but is not observed in the absence of pathogens. Genes involved in SA biosynthesis were expressed at higher levels in F_1_ hybrids, possibly due to altered histone modifications (such as increased H3Ac). As a consequence, higher levels of SA accumulated in the F_1_ hybrids, which we propose plays an important role in the increased resistance of hybrids to biotrophic bacterial pathogens.

# Supplementary material for: Salicylic acid biosynthesis is enhanced and contributes to increased biotrophic pathogen resistance in Arabidopsis hybrids
**Source:** Nat Commun. 2015 Jun 12;6:7309. doi: 10.1038/ncomms8309
**Supplement:** Supplementary Figures and Tables — Supplementary Figures 1-11, Supplementary Tables 1-5

Supplementary Figures

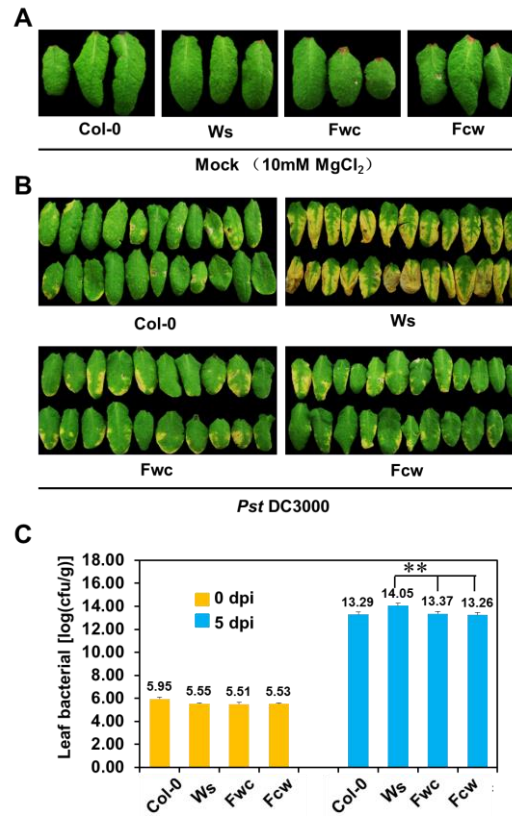

Supplementary Figure 1. Bacterial defence phenotypes of *Arabidopsis thaliana* F₁ hybrids and their parents.

(A) Phenotypes of F₁ hybrids and their parents 5 days post-infiltration (dpi) with MgCl₂ (10 mM). Fwc and Fcw, reciprocal F₁ hybrids, where maternal line is Ws and Col-0, respectively; (B) Phenotypes of F₁ hybrids and their parents 5 dpi with *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 (1×10^5 cfu ml⁻¹); (C) Bacterial titre (log₁₀) of F₁ hybrids and their parents 5 dpi with *Pst* DC3000 (1×10^5 cfu ml⁻¹). **p < 0.01 between hybrids and parents (Student's *t* test). Bacterial growth is expressed as mean values of viable bacteria per gram of leaf tissue ± SD. Error bars indicate SD. Data are shown as mean ± SD (n = 8, n means biological replication).

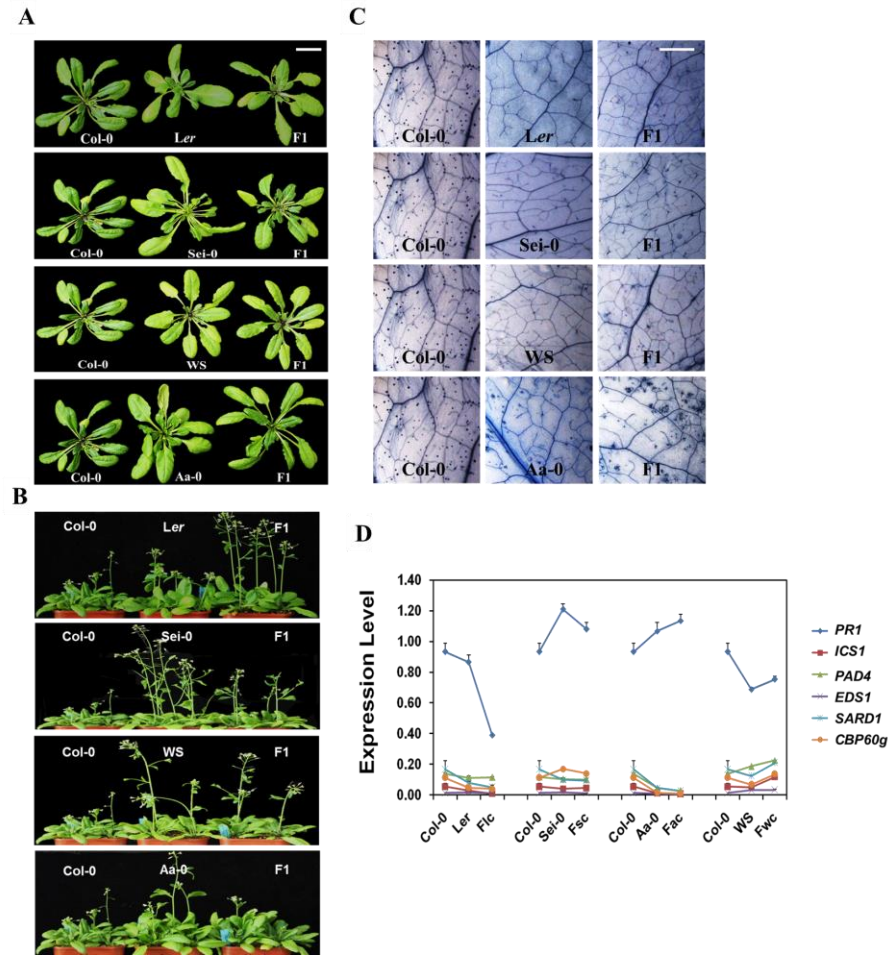

Supplementary Figure 2. The phenotype of hybrids from four combinations at 16 °C.

(A) Parents (left and middle) and F₁ hybrids (right) grown at 16 °C. 6-weeks-old vegetative rosettes are shown. Scale bar (top) represents 3.5 cm. (B) Parents (left and middle) and F₁ hybrids (right) grown at 16 °C. 6-weeks-old plants are shown. (C) Trypan Blue staining for dead cells in leaves of hybrids (right) and parents (left and middle). Scale bar (top right) represents 300 μm. (D) qPCR analyses of *PR1*, *ICS1*, *PAD4*, *EDS1*, *SARD1*, *SARD1*, *CBP60g* expression in F₁ hybrids and their parents at 16 °C without pathogen infection. Flc, F₁ where maternal line is Ler. Fsc, F₁ where maternal line is Sei-0. Fac, F₁ where maternal line is Aa-0. Fwc, F₁ where maternal line is WS. Dates are standardized for abundance of the *Actin* transcript. The results are a representative of three biological repetitions. Error bars indicate SD. Data are shown as mean ± SD (n = 3, n means technical replication).

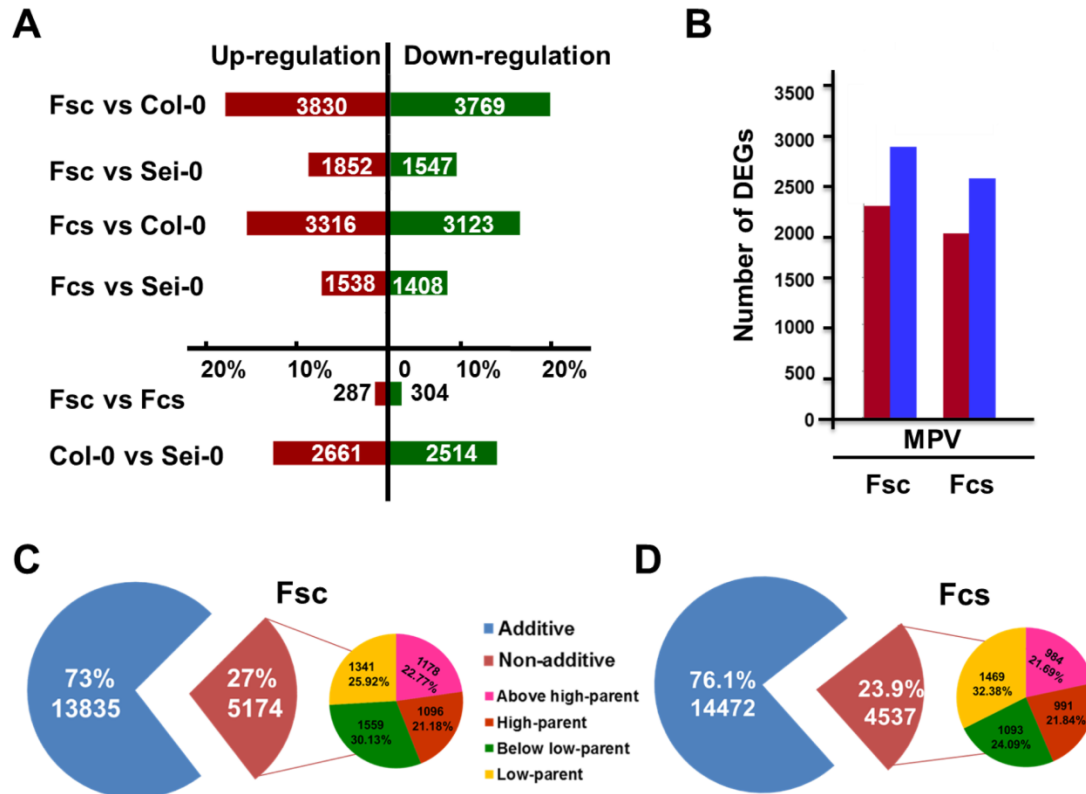

Supplementary Figure 3. Transcriptome analyses of hybrid and parental lines one day post infiltration with *Pst* DC3000.

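ESP, the epithiospecifier protein of glucosinolate breakdown, was among the genes with the largest ratio of Fsc to Fcs at 1 dpi, with an FPKM of 76.7 in Col-0, 0.652 in Sei-0, 544 in Fsc and 14.7 in Fcs. ERD5, a proline dehydrogenase, was among those with the largest ratio of Fcs to Fsc, with 12, 13.4, 6.62 and 177 in the same order, and was below both parents in Fsc and above both in Fcs. DIN2, a beta-glucosidase induced in darkness, had 23.8 in Fcs and 0.484 in Fsc. In the authors' deposited table at 1 dpi, 4615 genes were higher and 4940 lower in Fsc than in Col-0, and 3315 higher and 3448 lower in Fsc than in Sei-0. With the ratios centred on their median, a choice made after seeing the data, these were 4917 and 4673, and 3448 and 3300, so which direction held more genes depends on this choice. For Fcs, the authors' deposited table held 5200 higher and 5535 lower genes against Col-0, and 3383 higher and 3545 lower genes against Sei-0.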

(A) Statistical analyses of differentially expressed genes (DEGs) among inbred parents and their F₁ hybrids one day post infiltration with *Pst* DC3000. (B) Numbers of differentially expressed genes (DEGs) compared with mid-parent value (MPV) in each hybrid one day post infiltration with *Pst* DC3000. (C and D) Numbers of additively- and non-additively-expressed genes and the patterns of non-additively-expressed genes in each F₁ hybrid one day post infiltration with *Pst* DC3000.

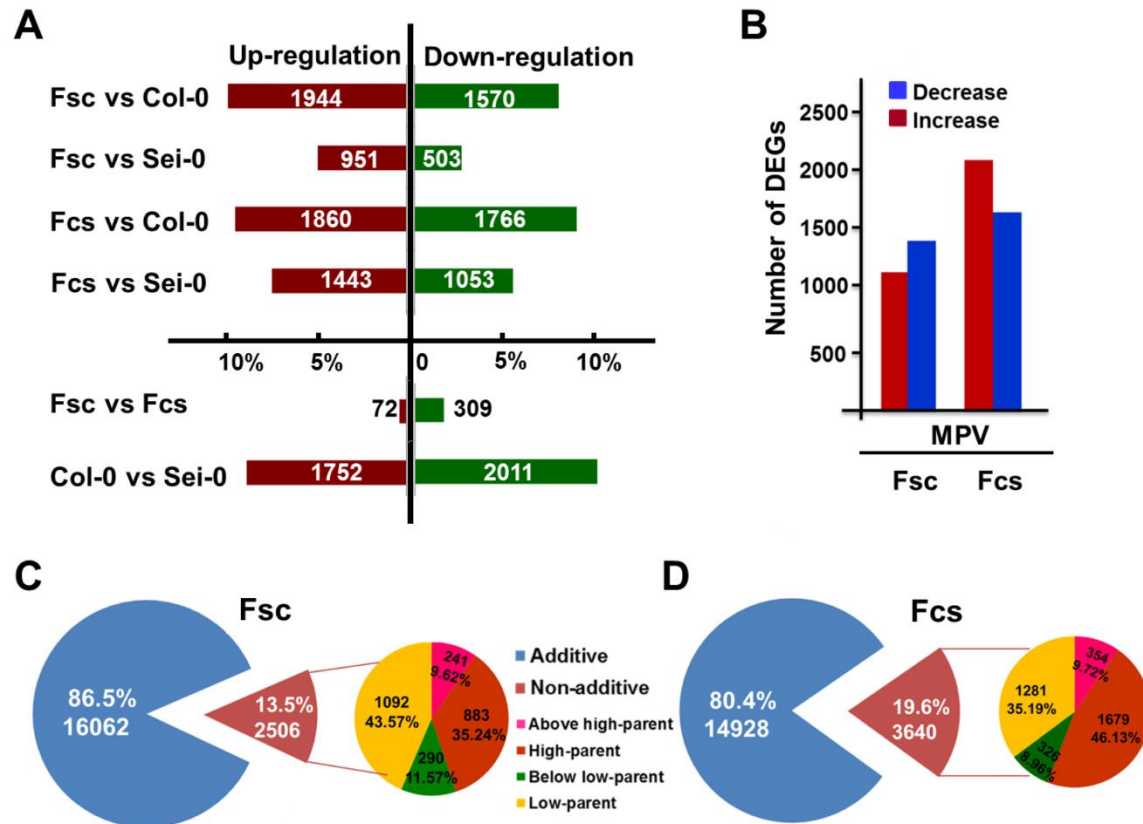

Supplementary Figure 4. Transcriptome analyses of hybrid and parental lines two days post infiltration with *Pst* DC3000.

(A) Statistical analyses of differentially expressed genes (DEGs) among inbred parents and their F₁ hybrids two days post infiltration with *Pst* DC3000. 

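Of 26 tested genes of jasmonate synthesis and response, 1 lay above and 13 below (1 and 14 adjusted over the list alone) in both hybrids at 2 dpi. BSMT1, which makes methyl salicylate and is induced by jasmonate, had an FPKM of 802 in Col-0, 288 in Sei-0, 75.1 in Fsc and 87.5 in Fcs, and ORA59, an activator of defensin genes, had 0.227, 1.26, 4.22 and 7.66 in the same order. Of 15 tested genes of phenylpropanoids and flavonoids, none lay above and 5 below (none and 6 adjusted over the list alone), such as PAL1, the entry enzyme, at 212, 102, 38.5 and 50.3. Of 45 photosynthesis genes, none lay above and 5 below (the same adjusted over the list alone). Of 17 clock genes, 8 lay above and 5 below (8 and 7 adjusted over the list alone). In the authors' deposited table at 2 dpi, 3121 genes were higher and 3305 lower in Fsc than in Col-0, 3267 and 2934 in Fsc than in Sei-0, 3113 and 3140 in Fcs than in Col-0, and 2511 and 1990 in Fcs than in Sei-0. Against Col-0 the more frequent direction depends on the choice made: with the ratios centred, 3259 were higher and 3173 lower in Fsc, and 3267 and 2995 in Fcs, and in Fcs it also turned with q under 0.01 and with a fold of at least 1.5. The 3 named genes with the largest ratio of Fcs to Fsc at 2 dpi were microRNA genes, such as MIR825 at 135 in Fcs and listed at 0 in the other groups; such short genes are poorly measured by mRNA-seq.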

(B) Numbers of differentially expressed genes (DEGs) compared with MPV in each hybrid two days post infiltration with *Pst* DC3000. 

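COL9, a CONSTANS-like regulator, had an FPKM of 0.944 in Col-0, 4.77 in Sei-0, 92.9 in Fsc and 37.1 in Fcs at 2 dpi, and GBSS1, a starch synthase, had 83.5, 34.8, 2.16 and 5.14 in the same order, below both parents. Of the genes tested at 2 dpi, 1534 were at least 1.5-fold above the mid-parent value in Fsc and 1774 at least 1.5-fold below it (FPKM + 1, no test), and in Fcs 1255 and 1254.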

(C and D) Numbers of additively- and non-additively-expressed genes and the patterns of non-additively-expressed genes in each F₁ hybrid two days post infiltration with *Pst* DC3000.

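FLS2, the flagellin receptor, was above both parents in Fcs at 2 dpi but not in Fsc, with an FPKM of 3.57 in Col-0, 2.41 in Sei-0, 3.84 in Fsc and 6.76 in Fcs. WRKY62 had 65.5, 50.8, 29.8 and 25 in the same order, below both parents in both hybrids. AT5G10380, listed with WRKY62 under upregulation in Fig. 2d, had 316, 502, 224 and 247, below both parents in Fsc. At 1 dpi it had 193, 371, 292 and 372, and in the authors' deposited table both hybrids then differed from Col-0 (q-values 0.000644 in Fsc and 0.000233 in Fcs) but did not pass against Sei-0. Counted from the calls in the authors' deposited table at 2 dpi, above-high parent expression covered 1356 genes in Fsc and 1037 in Fcs, high-parent expression 1824 and 1929, low-parent expression 1667 and 1521 and below-low parent expression 1306 and 900.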

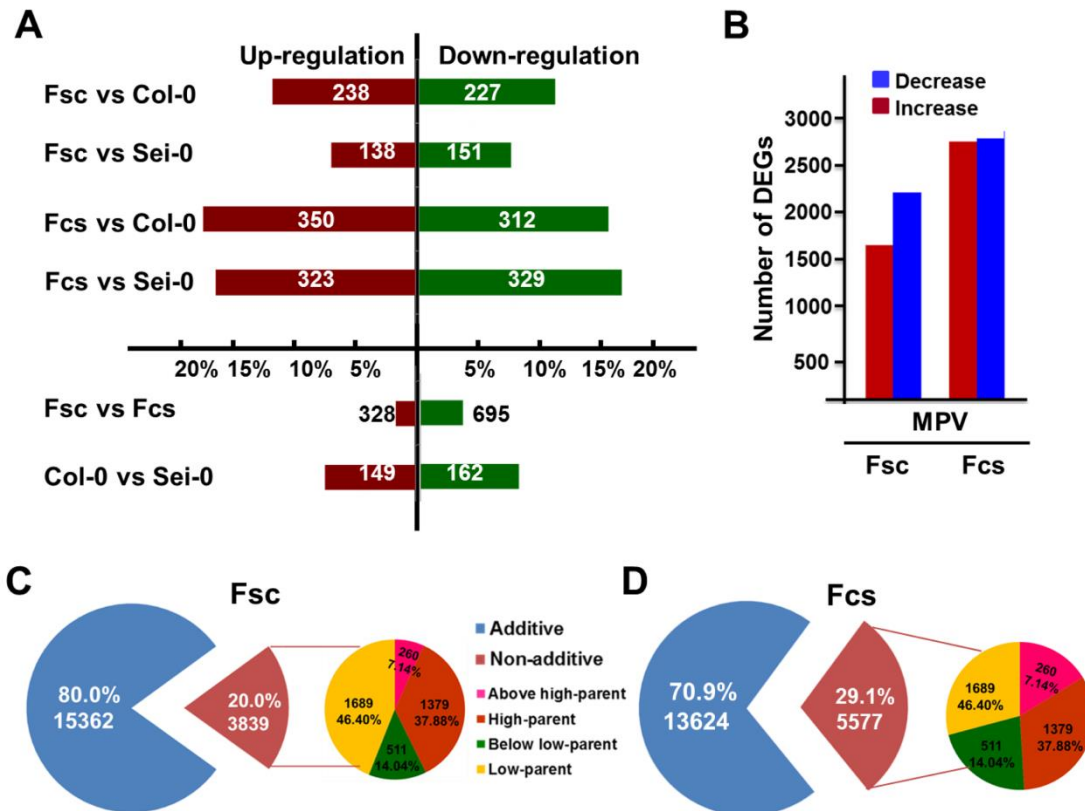

Supplementary Figure 5. Transcriptome analyses of hybrid and parental lines three days post infiltration with *Pst* DC3000.

(A) Statistical analyses of differentially expressed genes (DEGs) among inbred parents and their F₁ hybrids three days post infiltration with *Pst* DC3000. 

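Of 15 genes of senescence and cell death, none lay above and 10 below (none and 11 adjusted over the list alone) in both hybrids at 3 dpi. SAG12, a cysteine protease of senescing leaves, had an FPKM of 24.1 in Col-0, 37.2 in Sei-0, 0.756 in Fsc and 9.58 in Fcs, and SGR1, which starts chlorophyll breakdown, had 90.8, 89.6, 16.8 and 30.2 in the same order. Of 27 genes of jasmonate synthesis and response, 2 lay above and 17 below (2 and 19 adjusted over the list alone), such as JMT, which makes methyl jasmonate, at 110, 47.5, 4.73 and 10.5. Of 16 genes of phenylpropanoids and flavonoids, none lay above and 10 below (the same adjusted over the list alone), such as DFR, an enzyme of anthocyanin synthesis, at 131, 29.7, 5.73 and 8.9. Of 45 photosynthesis genes, 9 lay above and none below (9 and 1 adjusted over the list alone), among them RBCS1B, a Rubisco subunit that may share reads with its close copies, at 937, 784, 3430 and 1736. GC1, a guard cell marker, had 18.4, 27.5, 60.7 and 60.1 and SUC2, a phloem marker, had 51.6, 76.7, 103 and 101, above both parents; GC1 overlaps another annotated gene. Of 17 clock genes, 8 lay above and 7 below (the same adjusted over the list alone). In the authors' deposited table at 3 dpi, 4914 genes were higher and 5077 lower in Fsc than in Col-0, 4772 and 4506 in Fsc than in Sei-0, 4223 and 4534 in Fcs than in Col-0, and 3285 and 3267 in Fcs than in Sei-0. With the ratios centred, 5142 were higher and 4813 lower in Fsc than in Col-0, and 4440 and 4307 in Fcs; the more frequent direction also turned with a fold of at least 1.5 for Fsc and Col-0 and with q under 0.01 for Fcs and Sei-0. Of the genes above both parents in both hybrids at 3 dpi, 90.8% were higher in Fsc than in Fcs, as most evening genes of the clock were, against 37.9% at 1 dpi.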

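ACA8, a calcium pump, had an FPKM of 1.11 in Col-0, 5.92 in Sei-0, 81.9 in Fsc and 36.4 in Fcs at 3 dpi, and GH3.5, an enzyme that joins auxin and other acids to amino acids, had 133, 121, 3.45 and 17.2 in the same order, below both parents. Of the genes tested at 3 dpi, 2763 were at least 1.5-fold above the mid-parent value in Fsc and 3115 at least 1.5-fold below it (FPKM + 1, no test), and in Fcs 1573 and 2115.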

(B) Numbers of differentially expressed genes (DEGs) compared with MPV in each hybrid three days post infiltration with *Pst* DC3000. (C and D) Numbers of additively- and non-additively-expressed genes and the patterns of non-additively-expressed genes in each F₁ hybrid three days post infiltration with *Pst* DC3000.

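FLS2 was above both parents in both hybrids at 3 dpi, with an FPKM of 8.75 in Fsc and 10.4 in Fcs against 5.97 in Col-0 and 3.53 in Sei-0. AT4G12720, which encodes the Nudix hydrolase NUDT7, had 41.9 in Fsc and 48.8 in Fcs against 87.8 in Col-0 and 77.1 in Sei-0, below both parents. WRKY62, at 10.6 and 10.7 against 35.2 and 20.8, and AT5G10380, at 160 and 174 against 395 and 274, were below both parents too. Counted from the calls in the authors' deposited table at 3 dpi, above-high parent expression covered 3050 genes in Fsc and 1851 in Fcs, high-parent expression 1737 and 1972, low-parent expression 1439 and 1657 and below-low parent expression 3088 and 2021.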

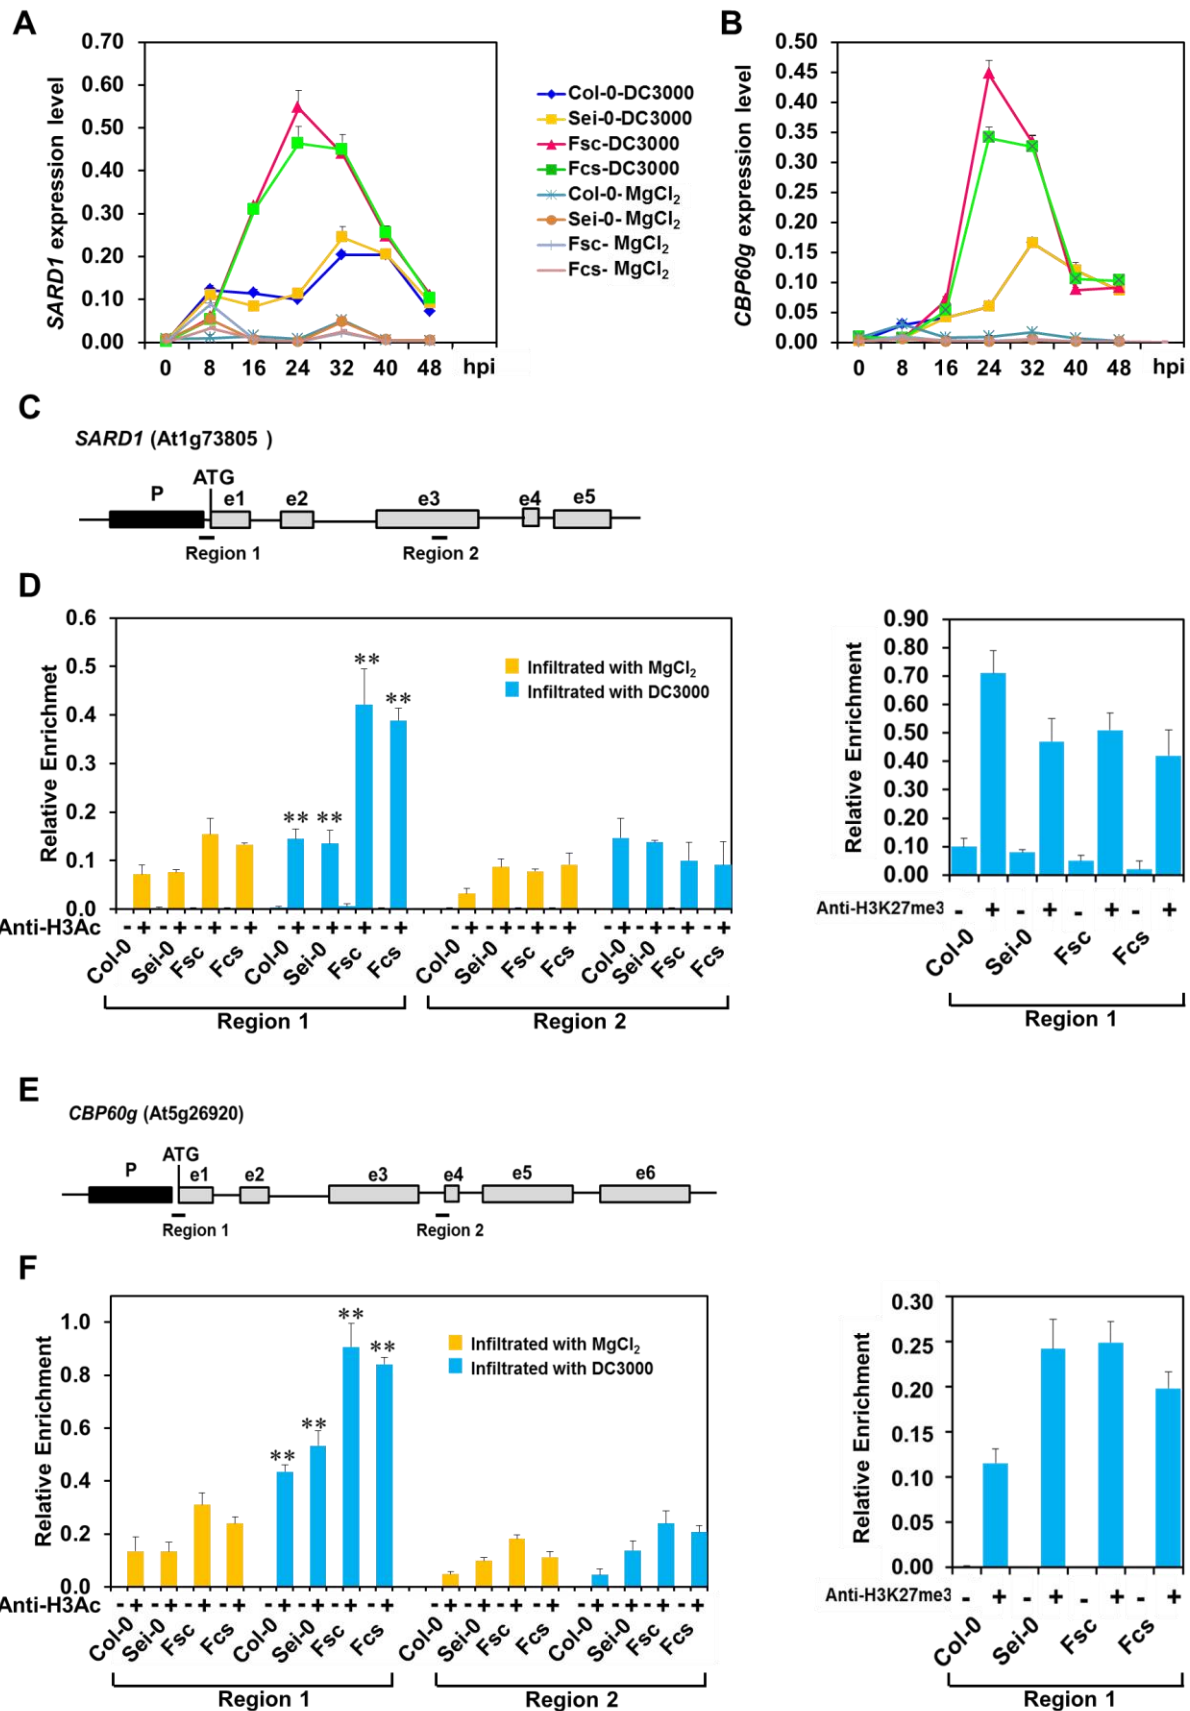

Supplementary Figure 6. Increased H3 acetylation correlated with altered expression of *CBP60g* and *SARD1* in *Arabidopsis thaliana* F₁ hybrids

(A and B) qPCR analyses of *SARD1* and *CBP60g* expression in F₁ hybrids and parents of Col-0 × Sei-0 every 8 h post-infiltration (hpi) up to 48 hpi with *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 at 1×10^5 cfu ml⁻¹ or MgCl₂. Fsc, F₁ where maternal line is Sei-0; Fcs, F₁ where maternal line is Col-0. Data are standardized for abundance of the *Actin* transcript. (C and E) Regions of *SARD1* and *CBP60g* used for ChIP-qPCR assays. (D and F) ChIP-qPCR analyses of promoter fragments (region 1) and exon fragments (region 2) of *SARD1* and *CBP60g* in F₁ hybrids and their parents using anti-H3Ac antibody at 1 dpi with *Pst* DC3000 or MgCl₂, and ChIP-qPCR analyses of region 1 of *SARD1* and *CBP60g* in F₁ hybrids and their parents using anti-H3K27me3 antibody at 1 dpi with *Pst* DC3000. ChIP values were normalised to their respective DNA inputs. The results are a representative of three biological repetitions. Error bars indicate SD. Data are shown as mean ± SD (n = 3, n means technical replication). **p < 0.01 between infiltrated with *Pst* DC3000 and MgCl₂ of respective samples (Student's *t* test).

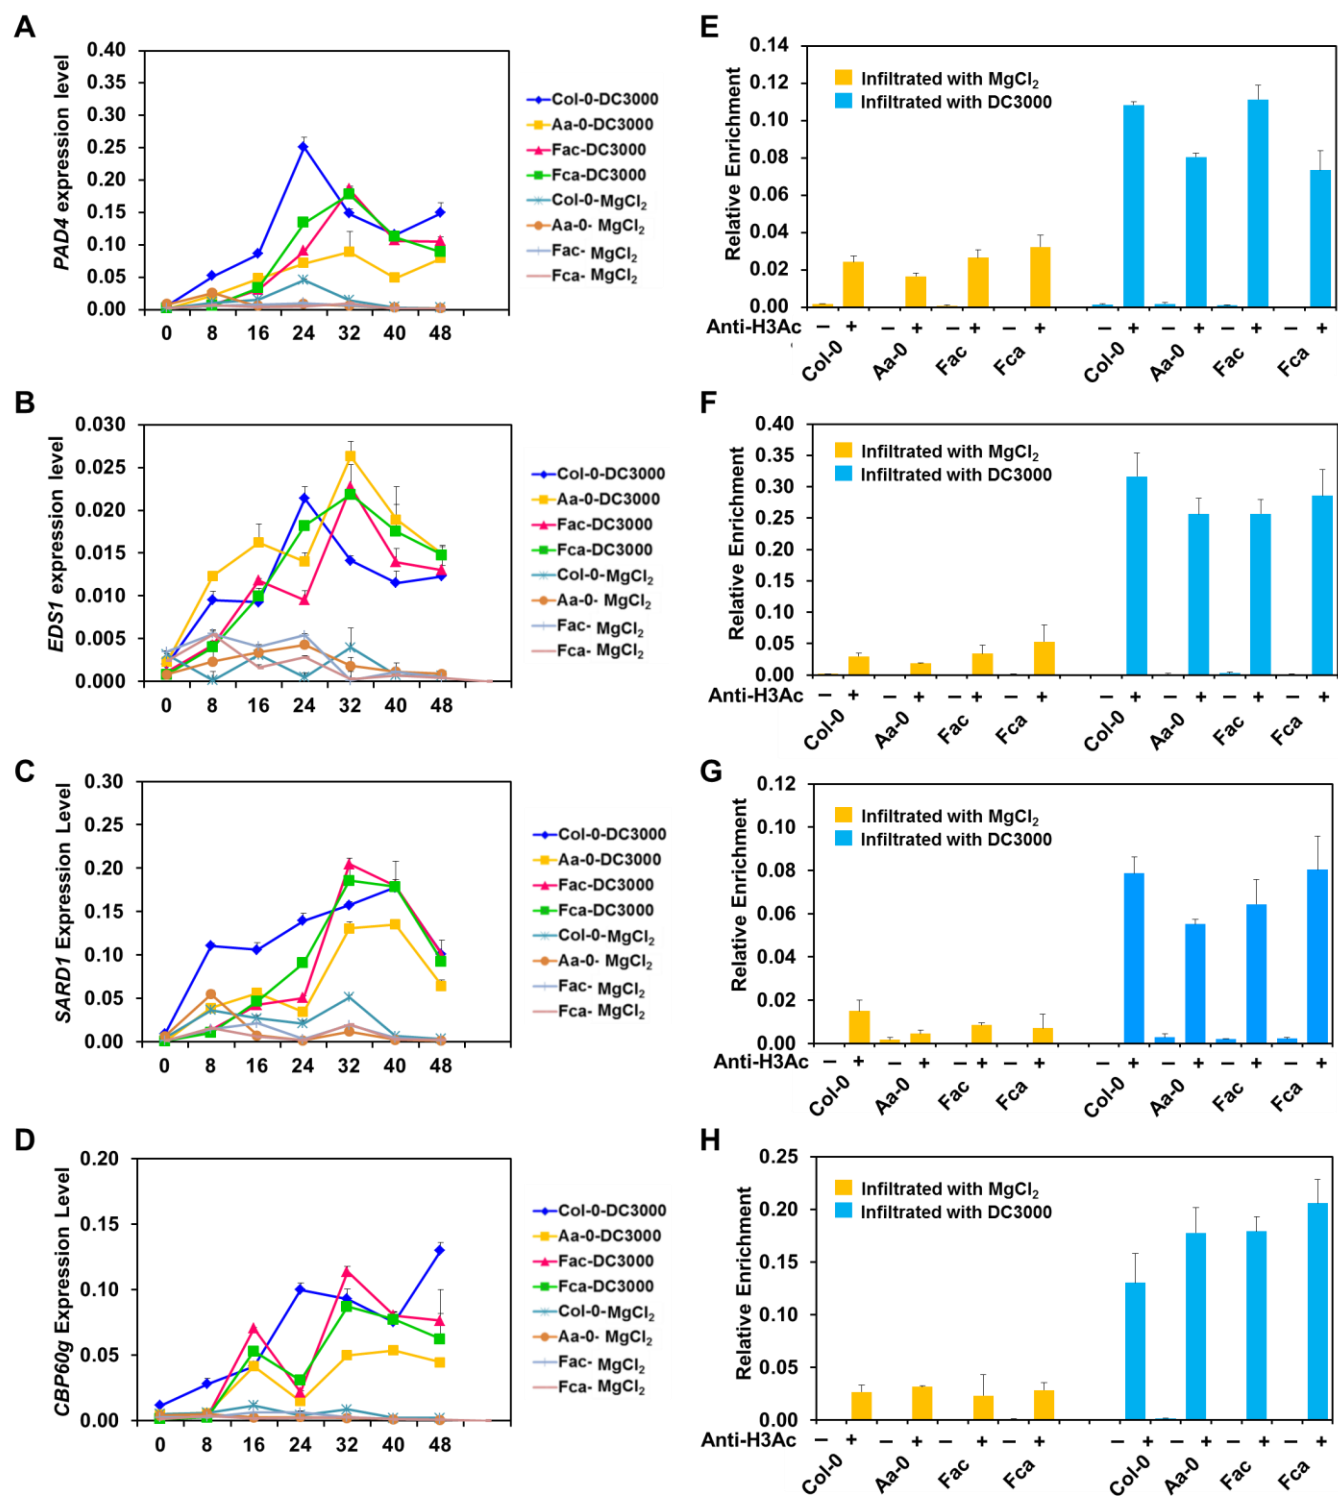

Supplementary Figure 7. Expression levels of the key genes in SA biosynthesis pathway are not up-regulated in hybrids of Col-0 × Aa-0.

(A to D) qPCR analyses of *PAD4*, *EDS1*, *SARD1* and *CBP60g* expression in F₁ hybrids and parents of Col-0 × Aa-0 every 8 h post-infiltration (hpi) up to 48 hpi with *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 at 1×10^5 cfu ml⁻¹ or MgCl₂. Fac, F₁ where maternal line is Aa-0; Fca, F₁ where maternal line is Col-0. Error bars indicate SD. The result is a representative of three biological repetitions. Data are standardized for abundance of the *Actin* transcript. (E to H) ChIP-qPCR analyses of the promoter fragments (region 1) of *PAD4*, *EDS1*, *SARD1* and *CBP60g* in F₁ hybrids and parents of Col-0 × Aa-0 using anti-H3Ac antibody one day post infiltration with *Pst* DC3000 or MgCl₂. The ChIP values were normalized to their respective DNA inputs. The results are a representative of three biological repetitions. Error bars indicate SD. Data are shown as mean ± SD (n = 3, n means technical replication).

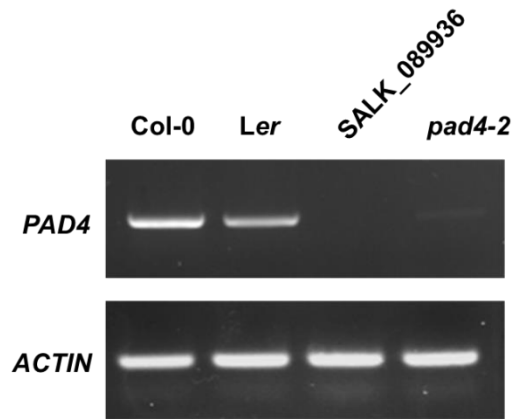

Supplementary Figure 8. *PAD4* Expression in *pad4* mutants was abolished as revealed by RT-PCR assays.

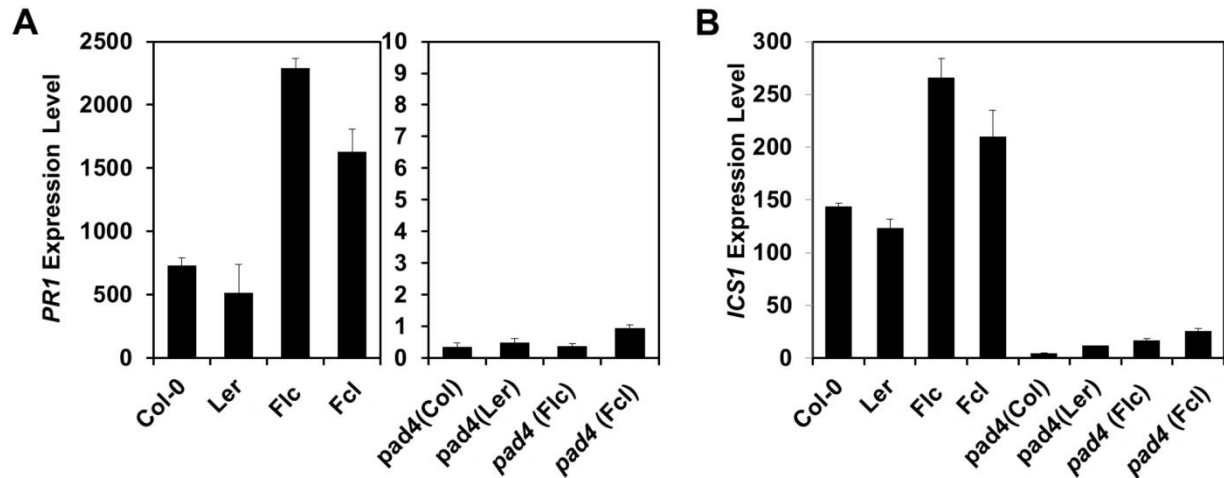

Supplementary Figure 9. Expression levels of *PR1* and *ICS1* in hybrids of Col-0 & *Ler*, *pad4* (Col) & *pad4* (*Ler*) combinations and their parents.

(A and B) qPCR analyses of *PR1* and *ICS1* expression in hybrids of Col-0 & *Ler*, *pad4* (Col) & *pad4* (*Ler*) combinations and their parents one day post infiltration with *Pst* DC3000 at 1×10^5 cfu ml⁻¹. Flc, F₁ where maternal line is *Ler*; Fcl, F₁ where maternal line is Col-0. Data are standardized for abundance of *Actin* transcript. The results are a representative of three biological repetitions. Error bars indicate SD. Data are shown as mean $\pm$ SD (n = 3, n means technical replication).

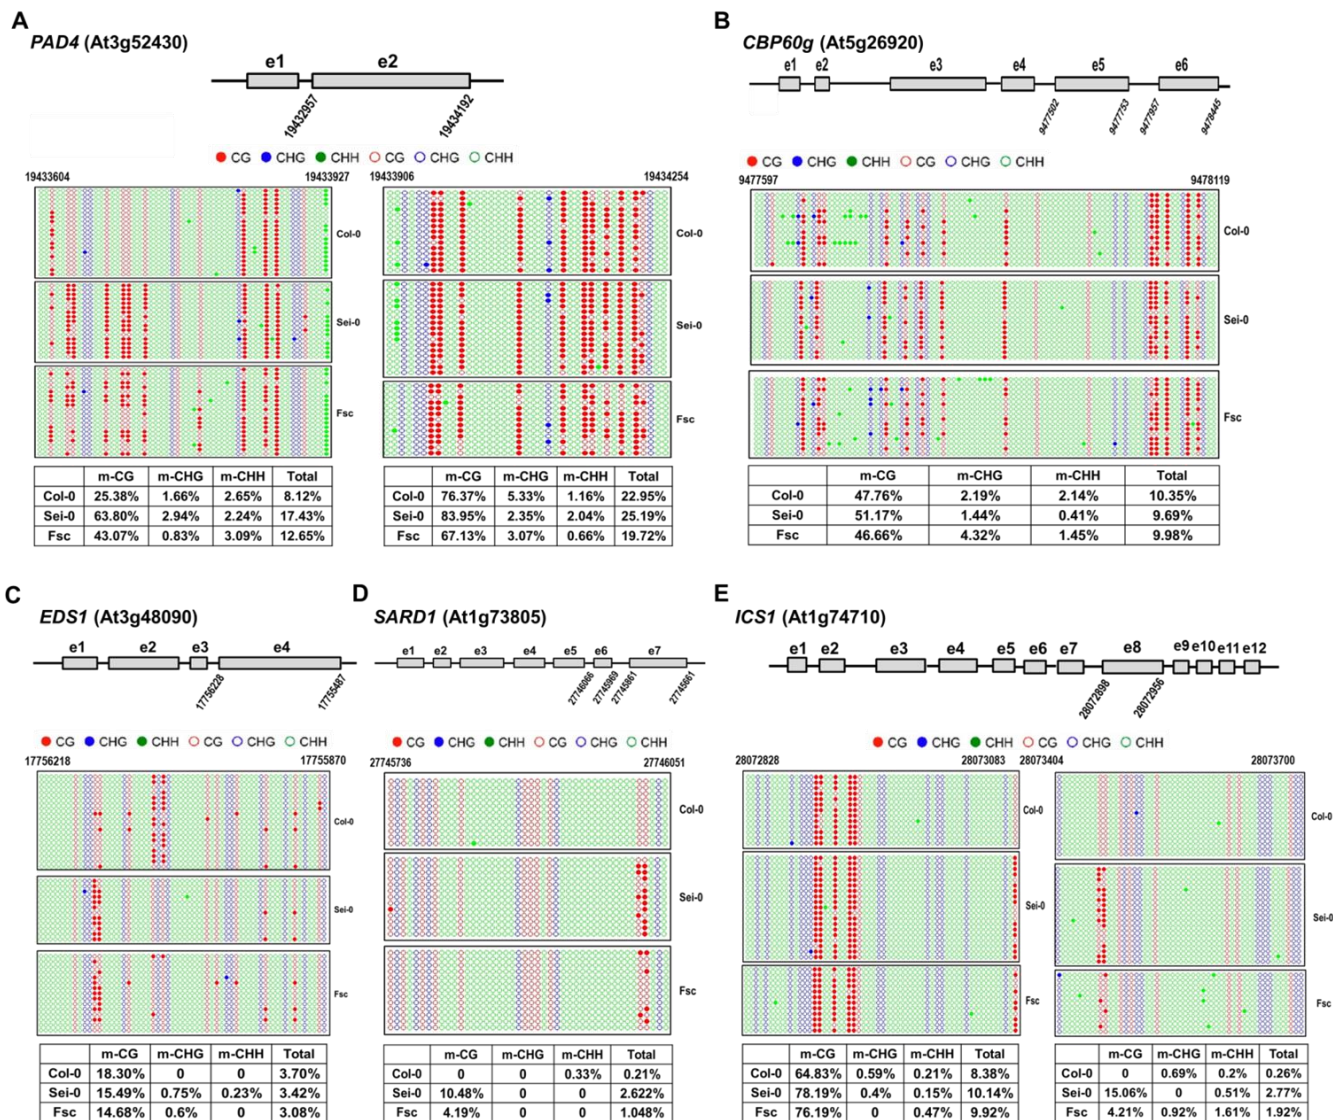

Supplementary Figure 10. DNA methylation levels of five genes in F₁ hybrids and their parents.

(A to E) Dot-plot analysis and percentage methylation levels of CG, CHG and CHH of *PAD4* (A), *CBP60g* (B), *EDS1* (C), *SARD1* (D) and *ICS1* (E) in Col-0 (top), Sei-0 (middle) and Fsc (bottom) in selected regions. Fsc, F₁ where maternal line is Sei-0. For each gene, a total of 13 to 20 individual gene body fragments were sequenced and analyzed. Red, blue and green circles indicate CG, CHG and CHH methylation (closed) or no methylation (open), respectively.

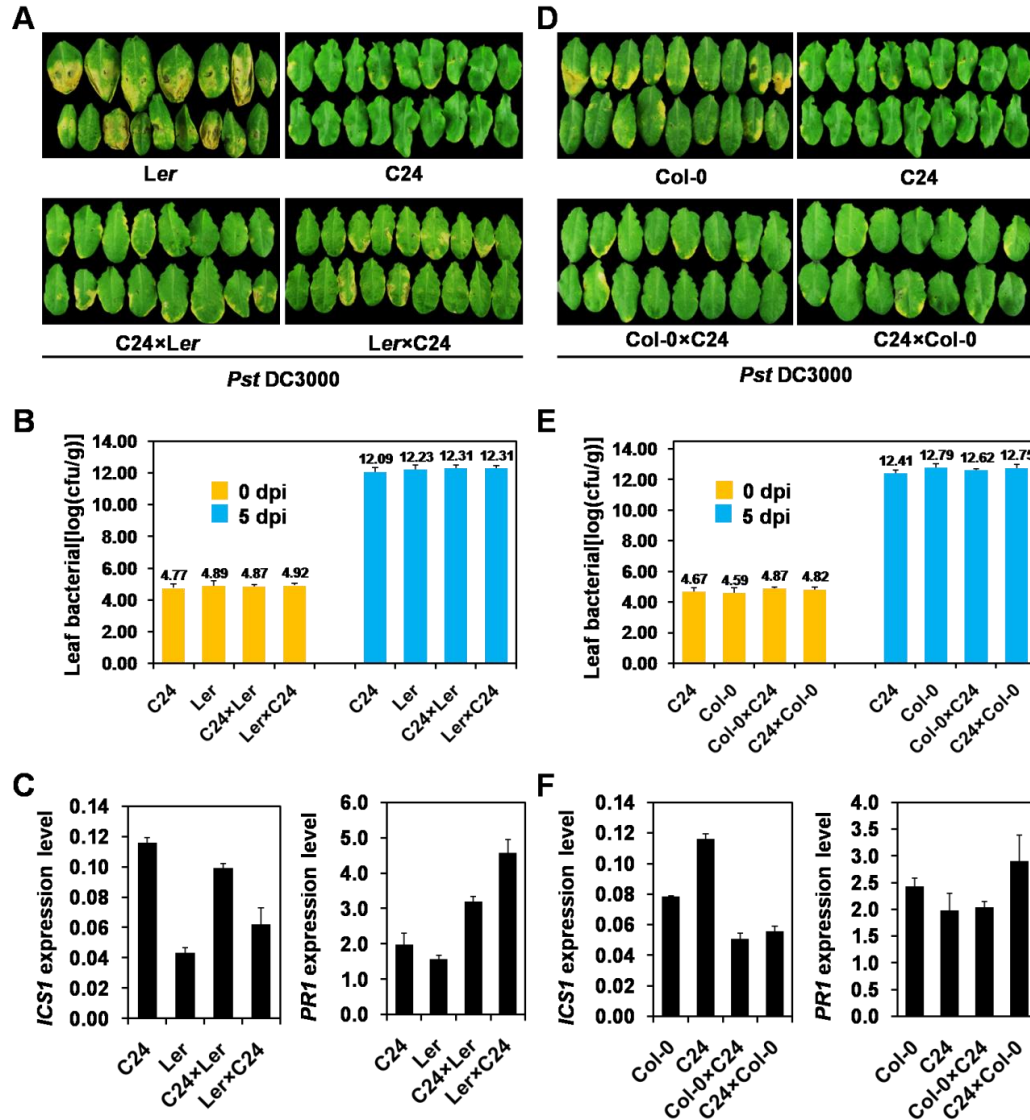

Supplementary Figure 11. No Direct Relationship between Heterosis for Biomass and for *Pst* DC3000 Defence in *Arabidopsis* Hybrids.

(A and D) Phenotypes of F₁ hybrids and their parents five days post infiltration with *Pst* DC3000 (1×10^5 cfu ml⁻¹). *Ler* × *C24*, F₁ where maternal line is *Ler*; *C24* × *Ler*, F₁ where maternal line is *C24*. (B and E) Bacterial titer (in log₁₀) of hybrids and their parents five days post infiltration with *Pst* DC3000 (1×10^5 cfu ml⁻¹). Bacterial growth is expressed as mean values of viable bacteria per gram of leaf tissue ± SD. Error bars indicate SD. Data are shown as mean ± SD (n = 8, n means biological replication). (C and F)

qPCR analyses of *PR1* and *ICS1* expression in parental lines and their F₁ hybrids one day post infiltration (dpi) with *Pst* DC3000 (1×10^5 cfu ml⁻¹). Data are standardized for abundance of the *Actin* transcript. The results are a representative of three biological repetitions. Error bars indicate SD. Data are shown as mean $\pm$ SD (n = 3, n means technical replication).

Supplementary Tables

Supplementary Table 1. Detection of heterosis for *Pst* DC3000 defence in *Arabidopsis* hybrid combinations.

**Ecotype**	**Combination**	**Show heterosis<br>for <i>Pst</i> DC3000<br>defence**
Col-0		
**Sei-0**	**Col-0&Sei-0**	**YES**
**Ler**	**Col-0&Ler**	**YES**
WS	Col-0& WS	NO
Aa-0	Col-0& Aa-0	NO
No-0	Col-0& No-0	NO
Nd-0	Col-0& Nd-0	NO
Est-0	Col-0& Est-0	NO
C24	Col-0& Est-0	NO
Co-1	Col-0& Co-1	NO
Gr-1	Col-0& Gr-1	NO
Ha-0	Col-0& Ha-0	NO
Dr-0	Col-0& Dr-0	NO
Kil-0	Col-0& Kil-0	NO
Kro-0	Col-0& Kro-0	NO
Bch-1	Col-0& Bch-1	NO
Db-1	Col-0& Db-1	NO
Hs-0	Col-0& Hs-0	NO
An-1	Col-0& An-1	NO
La-0	Col-0& La-0	NO
Lip-0	Col-0& Lip-0	NO

Supplementary Table 2. Correlation analyses of different replicates in mRNA-seq.

		R2		R3			R2		R3
	1dpi	R1	0.946	0.983		1dpi	R1	0.983	0.940
Col-0	1dpi	R2		0.973	Sei-0	1dpi	R2		0.971
		R1	0.980	0.910			R1	0.910	0.883
	2dpi	R2		0.929		2dpi	R2		0.991
		R1	0.948	0.960			R1	0.721	0.858
	3dpi	R2		0.838		3dpi	R2		0.972
		R1	0.919	0.953			R1	0.959	0.852
Fsc	1dpi	R2		0.991	Fcs	1dpi	R2		0.895
		R1	0.967	0.946			R1	0.973	0.964
	2dpi	R2		0.959		2dpi	R2		0.954
		R1	0.958	0.987			R1	0.902	0.922
	3dpi	R2		0.975		3dpi	R2		0.957
		R1	0.919	0.953			R1	0.959	0.852

R, replicate.

Supplementary Table 3. Analyses of mapped mRNA-seq reads in parents and hybrid lines.

Col-0		Aligned Bases ($\times 10^6$)			% of Gene Coverage		
		R1	R2	R3	R1	R2	R3
Col-0	1dpi	18.9	21.8	29.1	91.7	93.7	92.7
	2dpi	21.5	28.6	22.3	87.9	90.9	89.9
	3dpi	19.2	31.1	51.3	90.8	91.9	93.1
Sei-0	1dpi	17.8	27.8	45.6	85.8	87.6	87.8
	2dpi	24.4	30.9	21.7	86.6	84.2	87.1
	3dpi	25.7	18.1	15.1	86.6	87.7	88.1
Fsc	1dpi	32.9	11.5	38.2	89.4	90.3	88.3
	2dpi	26.4	28.1	35.9	87.5	88.7	90.7
	3dpi	19.2	18.2	26.4	87.8	89.5	90.8
Fcs	1dpi	8.2	17.2	21.5	90.8	88.9	91.2
	2dpi	31.6	17.1	20.6	88.7	86.2	90.5
	3dpi	44.0	12.4	20.8	90.8	89.5	91.6

Supplementary Table 4. Biomass Phenotypes Measured for Parental Lines and their Reciprocal Hybrids.

No. of rosette leaves											
	MPH	BPH		MPH	BPH		MPH	BPH		MPH	BPH
**Fsc**	-4.7%	-7.8%	**Flc**	17.3%	1.9%	**Fec**	-14.1%	-16.1%	**Fac**	5.5%	4.8%
**Fcs**	0.6%	-2.7%	**Fcl**	16.8%	1.5%	**Fce**	-9.6%	-11.7%	**Fca**	6.7%	6.0%
Diameter of rosette leaves											
**Fsc**	7.1%	-1.4%	**Flc**	22.7%	6.1%	**Fec**	-11.4%	-13.1%	**Fac**	1.9%	-3.0%
**Fcs**	2.1%	-6.1%	**Fcl**	20.9%	4.6%	**Fce**	-1.7%	-3.6%	**Fca**	9.0%	3.8%
Plant fresh weight											
**Fsc**	-9.1%	-19.4%	**Flc**	22.0%	2.9%	**Fec**	-41.7%	-41.7%	**Fac**	12.5%	12.5%
**Fcs**	1.8%	-19.7%	**Fcl**	23.6%	-2.9%	**Fce**	-12.5%	-12.5%	**Fca**	25.0%	25.0%

Fsc, F₁ where maternal line is Sei-0; Flc, F₁ where maternal line is Ler; Fec, F₁ where maternal line is Est-0; Fac, F₁ where maternal line is Aa-0; Fcs, Fcl, Fce and Fca, F₁ where maternal lines are all Col-0. MPH = 1-(F₁/MPV). MPV, mid-parent value. BPH = 1-(F₁/BPV). BPV, best-parent value. Plants grown under short-day conditions (8 h light/16 h dark) for 30 days were selected for measurement (*n* = 40).

Supplementary Table 5. Summary of primers.

**Primers for ChIP (5'-3')**	
PAD4-CF-p	GATCACATGCTTTGATTTCGC
PAD4-CR-p	GTCGTCTTCTTCAAAGTCTC
PAD4-CF-c	GGCTAAGCTTGAGCAAGCAA
PAD4-CR-c	CGAGTTCTTCGCTTTAACATCC
EDS1-CF-p	GTCCACTAAAGAAAAGAGAA
EDS1-CR-p	AAGATTACGACTGCTCCTGC
EDS1-CF-c	CTTAGGGTTACAGCTAGAAG
EDS1-CR-c	CAAGCATCCCTTCTAATGTC
CBP60g-CF-p	TCACTGCTGCTTCGTCAATAC
CBP60g-CR-p	CTAGGGCTGTTCCGAATCTTCATTG
CBP60g-CF-c	AGTGATGAGGTTTGGAGACTAGA
CBP60g-CR-c	ACGTTGTGTAACCTCATTTTCG
SARD1-CF-p	GATTATTCGCGTGGATCAGACTTCG
SARD1-CR-p	CTGCCATGGAATTGTTCTGGTGA
SARD1-CF-c	TAGACATCGTTGCTCTTCAC
SARD1-CR-c	CTCGAATTGTCTGTGAACAC
**Primers for Real-time PCR (5'-3')**	
PAD4-QF	ACCGAGGAACATCAGAGGTAC
PAD4-QR	AAATTCGCAATGTCGAGTGGC
EDS1-QF	CAAGAATCTTGAAGCTGTCATTGATC
EDS1-QR	TGTCCTGTGAACACTATCTGTTTTCTACT
ICS1-QF	GAAC TCAAATCTCAACCTCC
ICS1-QR	ACTGCGACGAGAGAAGAAAC
SARD1-QF	CCTCAACCAGCCCTACGTTA
SARD1-QR	TAGTGGCTCGCAGCATATTG
CBP60g-QF	AATAACGAGGAGGATGAGAACG
CBP60g-QR	TCAGACACGGTAAGAAACATCG
Actin-QF	GGTAACATTGTGCTCAGTGGTGG
Actin-QR	GGTGCAACGACCTTAATCTTCAT
PR1-QF	CTCATACACTCTGGTGGG
PR1-QR	TTGGCACATCCGAGTC
**Primers for Promoter Sequencing (5'-3')**	
PR1-Pmt-F	GGTTTATGATCGGAACTTAGAG
PR1-Pmt-R	AGAGCACCTACAAGAGCTACA
ICS1-pmt-F	GACCAGGTTGAGTAAATCAGACA
ICS1-pmt-R	GTGAAGCCATTGCAGAAATTCGT
PAD4-pmt-F	CATGTAAC TGAATCCATGTG
PAD4-pmt-R	TCGAATCGACAATCGTCCATGA
EDS1-pmt-F	ATGAAAGCTGAGGAAAGAGCT
EDS1-pmt-R	AGAGCTTCAAACGCCATTGAT
CBP60g-pmt-F	ATCGACGTGTACACTTCTCCACAT
CBP60g-pmt-R	CTAGGGCTGTTCCGAATCTTCATTG

SARD1-pmt-F	AGTGGATGGCAATTCAGAAATGG
**Primers for F₁ Identification (5'-3')**	
NAG139-F	GGTTTCGTTTCACTATCCAGG
NAG139-R	AGAGCTACCAGATCCGATGG
CIW11-F	CCCCGAGTTGAGGTATT
CIW11-R	GAAGAAATTCCTAAAGCATTC
NGA6-F	ATGGAGAAGCTTACACTGATC
NGA6-R	TGGATTTCTTCCTCTCTTCAC
**Primers for Bisulfite Sequencing (5'-3')**	
PAD4M-F1	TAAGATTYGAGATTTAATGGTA
PAD4M-R1	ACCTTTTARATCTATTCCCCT
PAD4M-F2	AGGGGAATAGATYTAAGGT
PAD4M-R2	CAATTTTCATTTTCATAACCCATT
EDS1M-F	AAAAATGGGTATTATGATTTTTTT
EDS1M-R	CCAAAATACATCTTCTACAATC
ICS1M-F1	AAGTGTTTTGAATAATTATAGAAT
ICS1M-R1	TCCAATACTATTATCTCACCTC
ICS1M-F2	AGATGTAGAGATTAAGAATTATG
ICS1M-R2	CCAATACTATCCCTATCCC
CBP60gM-F	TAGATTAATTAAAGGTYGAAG
CBP60gM-R	CACTTACTTTAAACTATTTC
SARD1M-F	GAAAGGGTTTATATGATTTTGA
SARD1M-R	TATCAACATAAACACCATTTC

How the deposited data were processed for this re-analysis (not part of the article)

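Leaves of Col-0, Sei-0 and their reciprocal hybrids Fsc and Fcs were sampled at 1, 2 and 3 days after infiltration with Pst DC3000, and mRNA-seq was made of 3 libraries for each of the 12 groups. By the paper, adapters and low-quality reads were removed, the reads were aligned to TAIR10 with TopHat (the labels name Bowtie), and Cufflinks, Cuffmerge and Cuffdiff gave FPKM values and differences, with a Poisson fragment distribution and a false discovery rate under 0.05. The versions of these tools were not found in the paper. The deposited values are 1 Cuffdiff table per day, with 1 FPKM value for each group over its 3 libraries and, for each of the 6 comparisons, a test statistic, a p-value and a q-value.

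The tables were checked before use. Each holds 33557 genes, the q-values equal a Benjamini-Hochberg adjustment over all comparisons of a table, and the smallest p-value is 5e-05. The sums of FPKM per group lay between 935587 and 1192353, the 20 most abundant genes held between 15.5% and 27.2% of a sum, and the median log2 ratio to Col-0 lay between -0.025 and 0.024. The 279 organelle genes are listed at 0 in every group. The test statistic of each comparison is a score of the authors' Cuffdiff, used as deposited; how it was made is not stated in the file headers. The p-values are not the two-sided normal p-values of these scores. A z-test against the mid-parent value and a z-test between days, which would have used those scores, were therefore not run. The column of log2 fold changes, which holds unreadable cells, was not used, and ratios were computed from the FPKM values. Gene symbols came from the TAIR10.1 annotation, which matched 32810 of the 33557 identifiers.

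From the tables, genes above both parents or below both parents were counted in each hybrid and in both, with q under 0.05 against each parent. Patterns over the 3 days were read from the FPKM values with no test. Ratios of ICS1 and of other named genes were computed from FPKM without a pseudocount, and medians of gene lists from FPKM + 1. The lists, fixed before the data were examined, cover SA synthesis and its regulators, SA response, jasmonate synthesis and response, pattern-triggered immunity, immune receptors of the NB-LRR class, camalexin and indole glucosinolates, aliphatic glucosinolates, phenylpropanoids and flavonoids, photosynthesis, the circadian clock, senescence and cell death, heat shock and protein folding, ABA, auxin, histone acetylation and DNA methylation, dividing cells, markers of other cell types and organs, flowering time, and the 80 genes of the study. The SA lists include genes that the paper names, and the 80 genes are the study's own choice. Counts were repeated with the authors' p-values adjusted over a list alone. Medians were placed among 10000 random lists drawn from 20 bins of mean FPKM.

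The named genes follow a rule set before the data were examined: the genes the paper names, the 5 genes farthest above and the 5 farthest below both parents on each day at an FPKM of at least 5, the leading members of each list, and the genes that differ most between the hybrids. Values in Fig. 2d had been seen when the rule was set. Genes of the clock, of the ranking of the 80 genes, and of the set that was above both parents at 1 dpi and below at 3 dpi were chosen after their values were seen.

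The values of Supplementary Table 3, headed aligned bases, sum to 901.1 M, with a median of 22.1 M per library, both computed here. The paper gives a total of about 900 M genome-matched reads, so the values may be reads rather than bases. No value per library was used, so no interval or replicate spread is given. For genes with a mean FPKM of at least 50, the standard error implied by the authors' p-values had a median of 0.15 on the log2 scale at 1 dpi. The calling of genes above or below both parents in both hybrids was tested on simulated data with 200 changed genes among 17950. The changed genes had a mean FPKM of at least 5 and were raised and lowered in turn. Of both directions together, 30 were recovered at 1.5-fold, 174 at 2-fold and 200 at 4-fold, with none in the wrong direction. With so few changed genes, the adjusted threshold was stricter than in the deposited tables, so these shares do not carry over to them. Alternatives were a q under 0.01, adjustment within each comparison, a filter on FPKM of at least 1, a fold of at least 1.5, other pseudocounts, the higher parent as the reference, scaling of groups or days to the same median, and steps of at least 1.1-fold. Centring of the ratios, leaving out genes in the order of the clock genes, and leaving out genes that stay in a class on all 3 days were chosen after seeing the data. The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.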

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

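The test of an ordered harvest hour was chosen only after the values were seen; the tests of scaling, harvest time and other tissue were set before the data were examined.

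Some genes crossed the parents between days, and more stayed on the same side. Above both parents in both hybrids at 1 dpi and below both at 3 dpi were 189 genes, where independent lists would share 117.6, and 71 went the other way, where independent lists would share 148.3. Above both parents on both days were 177 genes (independent lists 105.2) and below on both 416 (independent lists 165.8). The set of 189 holds ICS1, PBS3, EDS5, ALD1 and WRKY46 of the SA synthesis list and NAC092, NYC1, BAP1 and BAP2 of the senescence list. The mean of the hybrids over that of the parents was 2.6 for ICS1 at 1 dpi and 0.513 at 3 dpi. The genes that crossed stand out because their direction is opposite on different days. The difference between days was not tested, and the days were normalized separately.

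Most of 17 clock genes, on which the paper does not report, lay outside both parents in both hybrids on each day. At 1 dpi 8 lay above and 8 below, at 2 dpi 8 and 5, and at 3 dpi 8 and 7. Evening genes (TOC1, GI, LUX) and morning genes (CCA1, LHY) lay 4.58, 5.01 and 5.22 apart at 1, 2 and 3 dpi as log2 ratios of hybrids to the mid-parent value. In Fsc these were 5.44, 5.96 and 6.53, in Fcs 3.72, 4.06 and 3.91, and for Sei-0 against Col-0 1.38, 2.43 and 2.65. Over all genes expressed in every group, 12.9%, 15.6% and 32.3% ran in the order Col-0, Sei-0, Fcs, Fsc, rising or falling. This order was taken from the clock genes after their values were seen. Part of each share would arise by chance, and the shares of other orders were not counted.

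For the genes above both parents in both hybrids at 1 dpi, a few abundant genes taking more reads is argued against in the deposited values. A different share of the reads would move all genes of a library by 1 factor. The median ratios of hybrids to parents lay within 0.032 of 0 in log2. Of these genes 781 were at least 1.5-fold above both parents, and 1128 others were at least 1.5-fold below. Centring left 99.4% of the calls, but with medians this close to 0 it could end few of them, so this adds no evidence. The values had been normalized before, and a change of most genes, which equal medians would hide, stays open. At 1 dpi a harvest hour in the order Col-0, Sei-0, Fcs, Fsc is argued against as the whole cause, if genes change steadily with the hour, since 37.9% of these genes were higher in Fsc than in Fcs; at 2 and 3 dpi 77.3% and 90.8% of the genes above both parents were, and 71.4% and 93.2% of those below were lower in Fsc, as such an hour would give, and there it stays open. A difference in harvest time of day between hybrids and parents has the difference in clock genes that it needs, 4.58 at 1 dpi, and stays open, also for the 189 genes that were below both parents at 3 dpi. More dividing or other tissue in the hybrids cannot be told apart, because 3 of 9 and 7 of 23 genes of those lists were tested, with percentiles from 30.4 to 72. A clock that runs differently in the hybrids, which the paper's introduction cites for other hybrids, and a different course of the infection also stay open, and neither was tested.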

How the results depend on the processing

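Centring the ratios, and leaving out genes by their order across groups or by their class on all 3 days, were chosen only after seeing the data. Counts of DEGs and of genes above or below both parents stayed within 1.5 times under adjustment within each comparison and a filter on FPKM of at least 1. Which direction held more DEGs turned under centring for Fsc and Col-0 at 1, 2 and 3 dpi, Fsc and Sei-0 at 1 dpi and Fcs and Col-0 at 2 and 3 dpi; under q under 0.01 for Fcs and Col-0 at 2 dpi and Fcs and Sei-0 at 3 dpi; under a fold of at least 1.5 for Fsc and Col-0 at 3 dpi and Fcs and Col-0 at 2 dpi. With q under 0.01, DEGs between Fsc and Fcs were 2427, 1637 and 2064 at 1, 2 and 3 dpi, and genes above both parents in both hybrids 385 at 2 dpi and 1134 at 3 dpi. With a fold of at least 1.5, DEGs between Fsc and Fcs were 2184, 1711 and 1910, DEGs between Fcs and Sei-0 at 3 dpi 4295, genes above both parents 781, 387 and 997, and genes below 437 at 2 dpi and 1196 at 3 dpi; these settings remove genes by construction. Without genes in the order of the clock genes, 227 genes were above and 336 below at 2 dpi, and 548 and 647 at 3 dpi, against 866 and 1218 at 1 dpi; genes outside both parents already meet part of this order. Without genes below both parents on all 3 days, 391 were below at 2 dpi. With steps of at least 1.1-fold, group IV held 329 genes. The fold of ICS1 was 2.58 from FPKM + 1, 2.57 with scaled groups and 1.62 against the higher parent, and has no replicate spread to set this against. Of 454 alternative medians of lists, 440 stayed within or beyond the percentile limits as before, 8 no longer lay beyond them and 6 newly did. The sign of the median changed in 35, 26 of them against the higher parent; 5 of these medians had lain beyond the limits before, all against the higher parent: NB-LRR receptors in Fsc at 1 dpi and in Fcs at 2 dpi, pattern-triggered immunity in Fcs at 2 dpi, and the study's 80 genes in Fcs at 1 dpi and in Fsc at 2 dpi. No paired analysis was possible because the tables hold 1 value per group, and for the same reason leaving out a replicate was not run. The alternatives of the test against the mid-parent value were not run, as that test was not, and no entry of the tables named more than 1 gene. In simulated data, 30 of 200 genes changed 1.5-fold were recovered. Few genes changed there, so the adjusted threshold was stricter than in the deposited tables, and depth was not varied. The share of such genes missed in the tables was not measured.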

Differences from the paper's values

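The values of the paper stand beside those from the deposited tables at the paper's false discovery rate of 0.05; the paper's test against the mid-parent value was not applied, and its text does not spell out the rule for above-high and below-low parent expression. For the sum over 3 days of genes above or below both parents in both hybrids, the paper's value is 3,194 and the value here 7751, and the difference stayed under all alternatives set before the data were examined. By day, the paper's Supplementary Data 1 gives 1380, 502 and 1312 genes at 1, 2 and 3 dpi, and the counts here were 2858, 1279 and 3614. Its list for 2 dpi holds 501 genes under that heading. Of the genes it lists, 1132 of 1380, 326 of 501 and 1084 of 1312 were above or below both parents in both hybrids here, so the larger sets here do not contain all of the paper's. With a fold of at least 1.5 also required, the count at 1 dpi, 1909, came within 1.5 times of the paper's; q under 0.01, adjustment within each comparison and the FPKM filter did not bring it there, and at 2 and 3 dpi no alternative did. For genes with the same pattern in both hybrids, the paper's value is 1,827 and the value here 4465. In groups I, II, III and IV the paper's counts are 709, 639, 337 and 142, and those here 1798, 1314, 800 and 553, and no alternative closed these differences. For the fold of ICS1 in hybrids over parents at 1 dpi, the paper's value is 10 and the value here 2.6, with no alternative closing the difference; the largest ratio of a hybrid to a parent was 7.13.

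In Fig. 2a, read by eye, Fsc has about 1400 genes above or below both parents at 2 dpi and about 3200 at 3 dpi in the paper, and had 2662 and 6138 here. At 2 dpi, q under 0.01 and a fold of at least 1.5 each brought the count within 1.5 times, and at 3 dpi a fold of at least 1.5 did; the other alternatives did not. Numbers of DEGs at 1 dpi, in Supplementary Fig. 3a read by eye, were about 3400 between Fsc and Sei-0 in the paper and 6763 here, about 6400 between Fcs and Col-0 in the paper and 10735 here and about 5200 between Sei-0 and Col-0 in the paper and 8854 here, where q under 0.01 and a fold of at least 1.5 each brought the count within 1.5 times and the other alternatives did not. They were about 2900 between Fcs and Sei-0 in the paper and 6928 here and about 590 between Fsc and Fcs in the paper and 3918 here, where no alternative did. Numbers of DEGs at 2 dpi, in Supplementary Fig. 4a read by eye, were about 3500 between Fsc and Col-0 in the paper and 6426 here, about 3600 between Fcs and Col-0 in the paper and 6253 here, about 2500 between Fcs and Sei-0 in the paper and 4501 here and about 3800 between Sei-0 and Col-0 in the paper and 6685 here, where q under 0.01 and a fold of at least 1.5 each brought the count within 1.5 times and the other alternatives did not. They were about 1500 between Fsc and Sei-0 in the paper and 6201 here and about 380 between Fsc and Fcs in the paper and 2796 here, where no alternative did.

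The order of the hybrids also differs. In Fig. 2a the paper shows more genes above or below both parents in Fsc than in Fcs at 1 dpi and fewer at 2 and 3 dpi, whereas here Fsc had 3706 and Fcs 4751 at 1 dpi, and Fcs had 1937 at 2 dpi and 3872 at 3 dpi. By qRT-PCR the paper found PR1, PAD4, EDS1, SARD1 and CBP60g upregulated in the hybrids compared with the parents. It reports that their peak came 8 h earlier in the hybrids, and that ICS1 rose more and faster. It also measured more SA in the hybrids at 1 dpi. The qRT-PCR used separate samples taken every 8 h up to 48 h, so the mRNA-seq values are from other samples and those at 3 dpi have no counterpart. In the tables 10 of 16 genes of SA synthesis and its regulators were above both parents in both hybrids at 1 dpi, among them ICS1, PAD4, SARD1 and CBP60g, 1 was at 2 dpi, and at 3 dpi 7 were below both parents. EDS1 had an FPKM of 48.4 in Col-0, 85 in Sei-0, 86.6 in Fsc and 97.8 in Fcs at 1 dpi and was above both parents on no day. WRKY62, which Fig. 2d lists under upregulation, was above both parents in Fsc alone at 1 dpi and below both parents in both hybrids at 2 and 3 dpi.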

Other observations

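The test of crossed hybrid names was chosen only after the values were seen.

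Of 18 genes of pattern-triggered immunity, 4 lay above and 1 below (the same adjusted over the list alone) in both hybrids at 1 dpi, among them BIK1, a kinase of the flagellin receptor, with an FPKM of 31.6 in Fsc and 37.9 in Fcs against 11.2 in Col-0 and 20.7 in Sei-0, and WRKY29, with 5.21 and 3.47 against 1 and 0.697. At 2 dpi 2 lay above and none below (the same adjusted over the list alone), and at 3 dpi 1 lay above and 4 below (1 and 6 adjusted over the list alone). Of 14 immune receptors of the NB-LRR class and their partners, 1 lay above and none below (the same adjusted over the list alone) at 1 dpi, the gene being ADR1-L2 with 54.7 and 59.1 against 33.8 and 41.2, and none passed at 2 or 3 dpi. Of 12 genes of camalexin and indole glucosinolates, 4 lay above and 1 below (4 and 2 adjusted over the list alone) at 1 dpi, where MYB51, an activator of indole glucosinolates, had 46.9 and 76.7 against 10.3 and 30.2 and its relative MYB34 had 11.2 and 5.56 against 42.9 and 35.8. At 3 dpi none lay above and 3 below (none and 4 adjusted over the list alone). Of 14 tested genes of senescence and cell death, 5 lay above and none below (5 and 1 adjusted over the list alone) at 1 dpi, such as the transcription factor WRKY6 with 37 and 45.1 against 11.4 and 22.8. In the same libraries, most of the 17 clock genes passed in both hybrids, with 8 above and 8 below at 1 dpi, 8 and 5 at 2 dpi and 8 and 7 at 3 dpi.

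Of 17 tested auxin genes, 1 lay above and 8 below (the same adjusted over the list alone) at 1 dpi, such as the repressor IAA3 with 9.39 and 8.24 against 44.9 and 39.5, and 3 lay above and 3 below (3 and 4 adjusted over the list alone) at 3 dpi. Of 24 ABA genes, 4 lay above and 4 below (the same adjusted over the list alone) at 1 dpi, and at 3 dpi, of 23 tested, 3 lay above and 9 below (the same adjusted over the list alone); RD29A, a gene of drought and cold, had 348 and 142 against 13 and 46.1 at 3 dpi. Of 18 tested genes of heat shock and protein folding, 1 lay above and 5 below (the same adjusted over the list alone) at 2 dpi and 1 lay above and 5 below (the same adjusted over the list alone) at 3 dpi, such as HSP90.1 with 11.2 and 11.1 against 41.3 and 20.4 at 3 dpi after 35.3 and 32 against 19.6 and 20.4 at 1 dpi. Of 22 tested genes of histone acetylation and DNA methylation, none lay above and 1 below (the same adjusted over the list alone) at 1 dpi, and at 3 dpi 3 lay above and 2 below (the same adjusted over the list alone), with the histone deacetylase gene HDT1 at 83.5 and 65.9 against 32.2 and 34.9. Of 9 dividing-cell genes, 3, 2 and 2 were tested at 1, 2 and 3 dpi, and none passed. Of 23 markers of other cell types, 7, 8 and 7 were tested, and 2 were above at 3 dpi only. These are too few to compare the tissues. Among flowering genes FLC, a repressor of flowering, was below both parents at 3 dpi, with 1.25 and 3.56 against 6.8 and 15.5.

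For the differences between Sei-0 and Col-0 as a whole, the share of calls lower in Sei-0 does not decide on loss of Sei-0 reads in the alignment to the Col-0 genome. Between 51.5% and 53.8% of the calls were lower in Sei-0 on the 3 days, which lies between the values that would decide it. Of genes with an FPKM of at least 10 in Col-0 and under 0.1 in Sei-0, 51 at 1 dpi, the median in Fsc was 0.36 and in Fcs 0.35 of that in Col-0. Of 41 genes with the opposite difference, the medians were 0.35 and 0.39 of that in Sei-0. The gene coverage in Supplementary Table 3 was 84.2% to 88.1% in Sei-0 (median 87.1%) and 87.9% to 93.7% in Col-0 (median 91.7%), a direction that read loss would give, as would genes that Sei-0 lacks or does not express. Loss of Sei-0 reads would lower Sei-0. It is argued against for the calls higher in Sei-0, 4294, 3088 and 3414 at 1, 2 and 3 dpi, and for the 41 genes above. For the calls lower in Sei-0 it stays open, as do differences between the accessions themselves, which were not tested.

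The order of the hybrids was the opposite of the paper's in 7 of the 7 counts compared, 3 from Fig. 2a and 4 of DEGs. Some of these orders were close. DEGs against Col-0 at 2 dpi were about 3500 in Fsc and 3600 in Fcs in the paper, read by eye, and 6426 and 6253 here. DEGs against Sei-0 at 1 dpi were 6763 in Fsc and 6928 in Fcs here. Both kinds of count rest on the same comparisons, so the 7 are not independent of each other. Names of the hybrids crossed between the figures and the tables are a candidate explanation that stays open. For Fig. 2a, counts here over those of the paper lay between 0.691 and 1.92 with the names as given and between 1.06 and 1.4 with the names crossed, but for DEGs they lay between 1.26 and 4.13 and between 1.41 and 3, so that crossed names do not account for the size of those counts. Sequence variants in organelle reads could tell the mother of a hybrid. The deposited values are expression levels, with organelle genes listed at 0 in all groups, so the names could not be checked in that way. Other rules for the counts stay open.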
